# A B-ARR-mediated cytokinin transcriptional network directs hormone cross-regulation and shoot development

**DOI:** 10.1038/s41467-018-03921-6

**Published:** 2018-04-23

**Authors:** Mingtang Xie, Hongyu Chen, Ling Huang, Ryan C. O’Neil, Maxim N. Shokhirev, Joseph R. Ecker

**Keywords:** Shoot apical meristem, Cytokinin

## Abstract

Cytokinin fulfills its diverse roles in planta through a series of transcriptional responses. We identify the in vivo DNA binding site profiles for three genetically redundant type-B ARABIDOPSIS RESPONSE REGULATORS (B-ARRs): ARR1, ARR10, and ARR12. The expression and genome-wide DNA binding locations of the three *B-ARRs* extensively overlap. Constructing a primary cytokinin response transcriptional network reveals a recurring theme of widespread cross-regulation between the components of the cytokinin pathway and other plant hormone pathways. The B-ARRs are found to have similar DNA binding motifs, though sequences flanking the core motif were degenerate. Cytokinin treatments amalgamate the three different B-ARRs motifs to identical DNA binding signatures (AGATHY, H(a/t/c), Y(t/c)) which suggests cytokinin may regulate binding activity of B-ARR family members. Furthermore, we find that *WUSCHEL*, a key gene required for apical meristem maintenance, is a cytokinin-dependent B-ARR target gene, demonstrating the importance of the cytokinin transcription factor network in shoot development.

## Abstract (web summary)

Cytokinin regulates gene expression by activation of ARR transcription factors. Here, the authors use ChIP-seq to show how three type B-ARRs mediate cytokinin response in *Arabidopsis* and provide evidence that cytokinin regulates meristem development by promoting B-ARR binding to *WUSCHEL*.

## Introduction

Cytokinin, an *N*^*6*^-substituted adenine derivative, along with other phytohormones orchestrates almost every aspect of plant growth and development, including meristem function, vascular development, biotic and abiotic stresses, and leaf senescence^1–5^. Cytokinin was first discovered for its ability to promote cell division over fifty years ago^6^. In the past twenty years, its own biosynthesis and signaling pathways and diverse roles in regulating cellular processes have been revealed by both forward and reverse genetic screens^2,7–12^. Cytokinin employs a two-component multi-step phosphorelay for its perception and signaling transduction^12–14^. In Arabidopsis, there are three cytokinin receptors (*ARABIDOPSIS HISTIDINE KINASEs; AHK2, 3, 4*) and eleven type-B response regulators (*ARABIDOSPIS RESPONSE REGULATORs; B-ARRs*)^8,15^. In cytokinin signaling cascades, the histidine-containing phosphor-transfer proteins (AHPs) act as phosphor-transfer intermediates for various AHK-AHP-B-ARR modules^16^. Genetic analysis also revealed that only higher order mutants of each family render pronounced developmental phenotypes, indicating redundancy in the cytokinin signaling pathway^8^.

The cytokinin transcriptional response centrally affects the family of ARRs. Type-B ARRs (B-ARRs) are transcription factors (TFs) with a GARP-like DNA binding domain at their C-termini and a receiver domain at their N-termini. Type-A ARRs (A-ARRs) are similar to the N-termini receiver domain of B-ARRs but do not possess a DNA binding domain. A-ARRs are negative cytokinin regulators but their mechanism of inhibition in cytokinin signaling remains unknown^12^. The DNA binding domain and protein nuclear localization signal domain at the C-terminus of B-ARRs are responsible for B-ARRs entering the nucleus and binding to their targets while their activation domain is responsible for the activation of cytokinin transcriptional responses. The presence of the receiver domain in B-ARRs is thought to cause inhibition at low cytokinin levels and may block the upstream phosphorelay to B-ARRs. It is postulated that the receiver domain masks the DNA binding domain of B-ARRs until its conformation is altered by cytokinin, which finally results in the activation of B-ARRs^15^. In previous genetic analyses, five Arabidopsis B-ARRs were shown to act in cytokinin signaling cascades with ARR1, ARR10, and ARR12 playing critical roles in plant growth and development^8^. The *A-ARRs* are cytokinin response genes that are the targets of B-ARR TFs^12^. However, the *B-ARRs* are not regulated at the transcriptional level by cytokinin but are post transcriptionally controlled^11^. Recently, B-ARRs were shown to be regulated at the level of protein stability, at least in part, through the ubiquitin-proteasome pathway^17^.

Previous in vitro studies have identified candidate binding motifs for the B-ARRs^18,19^ and a “golden list” of cytokinin response genes from microarray expression data and RNA-seq data^20^. However, the identity of which cytokinin responsive genes may be direct targets of the B-ARRs remains unknown. In addition, most experiments have depended upon treatment with high concentrations of cytokinin, since the targets of B-ARRs are almost impossible to identify at the endogenous levels of cytokinin in transcriptomic studies. Therefore, identification of the genome-wide targets of B-ARRs, with and without cytokinin treatment, would facilitate our understanding of the cytokinin responsive DNA regulatory elements, provide insights into cytokinin primary responsive gene expression, and potentially elucidate the mechanism(s) by which cytokinin ultimately regulates diverse physiological responses. Recently, genome-wide binding sites of ARR10 were identified by chromatin immunoprecipitation sequencing (ChIP-seq) of a tagged, over-expressed ARR10 fusion protein^21^, demonstrating the utility of in vivo DNA binding studies for cytokinin response pathway analysis.

Cytokinin plays an important but poorly understood role in the maintenance of the stem cell niche and regulation of meristem size^22,23^. First, inhibition of a subset of *A-ARRs* by *WUSCHEL* (*WUS*) has been demonstrated, although the mechanism of this repression remains unknown^24^. Since *A-ARRs* are targets of B-ARRs, it can be postulated that the repression of *A-ARRs* by *WUS* involves *B-ARRs*. Second, the *arr1/10/12* triple mutant was shown to produce a smaller size shoot apical meristem^8^. Third, genetic manipulation of cytokinin levels either by loss-of-function mutants of *LONELY GUYS*, which are involved in the one step conversion of cytokinin precursors to active cytokinin^25^, or by over-expression of cytokinin oxidase produces meristem defects^26^. Finally, plant regeneration requires the proper ratio of cytokinin and auxin^27^. Therefore, a greater understanding of the targets of B-ARRs may provide a link between the cytokinin transcriptional response and important plant developmental processes such as meristem development.

Our study aims to construct a core cytokinin transcriptional response network with a focus on systematic identification of the binding targets of the B-ARRs, the key players in cytokinin signaling. We take advantage of the power of recombineering^28^ to generate plants containing epitope-tagged *B-ARRs* and employ ChIP-seq to identify their genome-wide binding locations. Extensive targeting of multiple type-B ARRs to a common set of genes reveals a conserved core cytokinin transcriptional response network and extensive cross-regulation of the plant hormone pathways. We also demonstrate that the regulation of *WUS* by B-ARRs is critical for stem cell maintenance in the shoot apical meristem. These findings provide potential avenues to further explore the mechanism operating downstream cytokinin responses that control diverse growth and development processes.

## Results

### The protein localization of B-ARRs reveals extensive overlap

Previous genetic studies of the *arr1/10/12* triple mutant revealed pronounced developmental phenotypes, such as smaller size seedling and adult plants, effects likely due to a smaller shoot apical meristem and insensitivity to cytokinin treatment^2,8^. Such studies revealed that ARR1, ARR10, ARR12 are critical components of the cytokinin signaling pathway (Fig. 1a). To explore the cellular distribution pattern of these three B-ARRs, Ypet (yellow fluorescent protein)-tagged B-ARRs lines were generated using a recombineering-based gene tagging technique^28^. The advantages of this strategy are that both the expression pattern and protein location can be monitored. Moreover, because the near-by gene (cis-) regulatory information is maintained, these tagged gene constructs provide a state nearest to the native expression of the endogenous B-ARRs as is currently technically possible in plants^28^. ARR1, ARR10, and ARR12 tagged lines were generated in the Col-0 background and were used for ChIP-seq experiments. The functionality of these constructs was also confirmed by successful complementation of the *arr1/10/12* triple mutant phenotype (Fig. 1b).

**Fig. 1:**
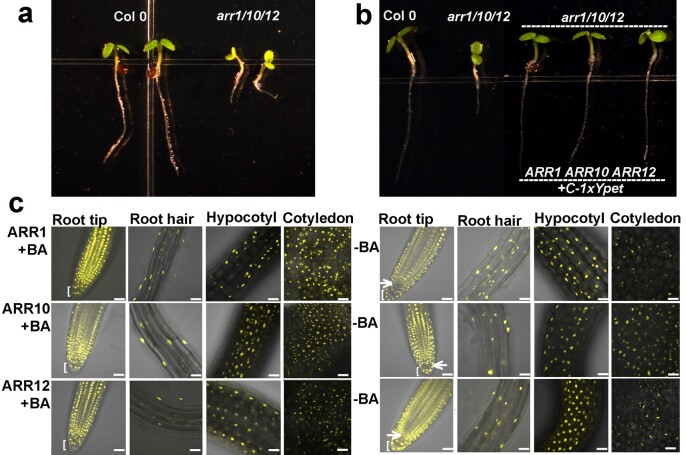
B-ARRs protein localization upon cytokinin treatment. **a** The phenotype of 3-days-old *arr1/10/12* triple mutants grown under long day (16-h light/8-h dark) conditions on MS. **b** Recombineering B-ARRs with Ypet at C-termini (+C-1xYpet) can rescue *arr1/10/12* triple mutant phenotypes. **c** The protein localization of B-ARRs in plants after 4-h treatments of 10 µM 6-BA (+BA) and DMSO (−BA). Three individual plants for each factor were imaged and representative images were presented (*n* = 3). Images of root tip regions (Root tip), root hair regions (Root hair), hypocotyls (Hypocotyl), and the adaxial side of cotyledons (Cotyledon) are shown. Arrows indicate the quiescent center. Square brackets indicate the columella cells. Scale bar = 40 µM

Previous organ-specific expression analysis using reverse transcription PCR and promoter reporter analysis using GUS staining revealed an overlapping expression pattern of B-ARRs^8,29^. We used our ARR-recombineering lines to study the expression pattern of B-ARRs in three-days-old seedlings in the absence and presence of cytokinin (10 µM 6-Benzylaminopurine (6-BA)). We found that all three B-ARRs had similar pattern expressed in roots, hypocotyl, and cotyledons (Fig. 1c; *n* = 3 for each ARR gene). Consistent with previous findings, all three B-ARRs were localized in the nucleus^18,29–31^. However, the localization of ARR1 upon 6-BA treatment was more obvious in root tip and cotyledons than in other tissues (Fig. 1c-ARR1 + BA). In contrast, the 6-BA treatment had less impact on the localization of ARR10 compared to other tested-ARRs (Fig. 1c-ARR10). This was consistent with previous findings identifying ARR10 as the most stable B-ARR^8,32^. Additionally, the intensity of ARR12 was slightly lower than the mock treatment in the root hair region of roots (Fig. 1c-ARR12-BA). One apparent discrepancy with previous results^8,29^ was the expression of ARR1, ARR10, ARR12 in columella cells of root tips (Fig. 1c, square bracket).

### Construction of a cytokinin network using B-ARRs targets

The targets (genes near the DNA binding sites of B-ARRs) of three key B-ARRs (1, 10, 12) were identified by ChIP-seq using long-day (16-h light/8 h dark cycle) conditions at 22 °C and 3-days-old seedlings growing vertically on plates containing Murashige and Skoog (MS) medium (Fig. 2a, and Supplementary Fig. 1, Supplementary Data 1). 

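The data behind these targets were the authors' peak lists, 1 list per condition, which give each peak's start, end and summit, its fold enrichment over input DNA and its peak score (−log10 p-value). Of the lists used, 7 came from the lines expressing tagged ARR1, ARR10 or ARR12: mock and 4 h of 10 µM 6-BA for each, and 3 days of 10 µM 6-BA for ARR1. The truncated ARR1∆DDK, induced with 10 µM dexamethasone (Dex), gave another list, identified by its title and treatment, because its line label names the full ARR1 line. The authors called peaks with MACS2 and combined at least 2 biological replicates through the irreproducible discovery rate (IDR). Each list therefore holds 1 value per peak, without replicates, and scores of different lists were described but not tested against each other. The lists hold no read counts, so the sequencing depth behind a peak is unknown. Peaks with a peak score of at least 16, the paper's cutoff, were kept. A gene was called a target when a peak summit lay inside it or within 1.5 kb of it in the TAIR10.1 annotation, which has 37899 nuclear genes and pseudogenes, 27444 of them protein-coding. A gene near several peaks was given the highest of their scores. Intervals on percentages are 95% Wilson intervals and cover counting error only. The ARR12 lists are named by their labels, because the paper's own tables match them the other way round. All 812 annotated genes in the ARR12_m column of Supplementary Data 1 lay within 1.5 kb of a peak in the list labelled ARR12 6-BA, and all 1948 shown for ARR12_BA did so in the list labelled ARR12 mock. Values are given by the labels and then with these lists exchanged. Of 1860 genes shown for ARR1_m, 1080 (58.1%) lay near a peak of the ARR1_m list, against 1942 of 1943 for ARR1_BA and 1949 of 1950 for ARR10_m. The ARR1_m list therefore does not account for all of the paper's column.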

The binding profiles of all three factors were generated either in the absence of 6-BA (endogenous level of cytokinin) or in the presence of 10 µM 6-BA (cytokinin treatment) for 4 h, or 3 days (only for ARR1). 

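The ARR1_m list held 3324 peaks with peak scores from 4.88 to 67.24, of which 73 (2.20%) reached 16. In ARR1_BA, 4580 of 7846 peaks (58.4%) reached it, with scores from 9.85 to 120.42, and in ARR1_BA3d 9025 of 10904 (82.8%), with scores from 12.88 to 244.01. ARR10_m held 11499 peaks from 6.72 to 122.84, of which 4153 (36.1%) were kept, and ARR10_BA held 8680 from 10.69 to 128.39, of which 5907 (68.1%) were kept. For ARR12, the list labelled mock held 6005 peaks from 15.31 to 353.07, and 5390 (89.8%) were kept. That labelled ARR12 6-BA held 3993 from 8.06 to 168.85, and 792 (19.8%) were kept. Since the lists end at different scores, a count of all their peaks compares lists of unequal reach.

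**Figure D1:**
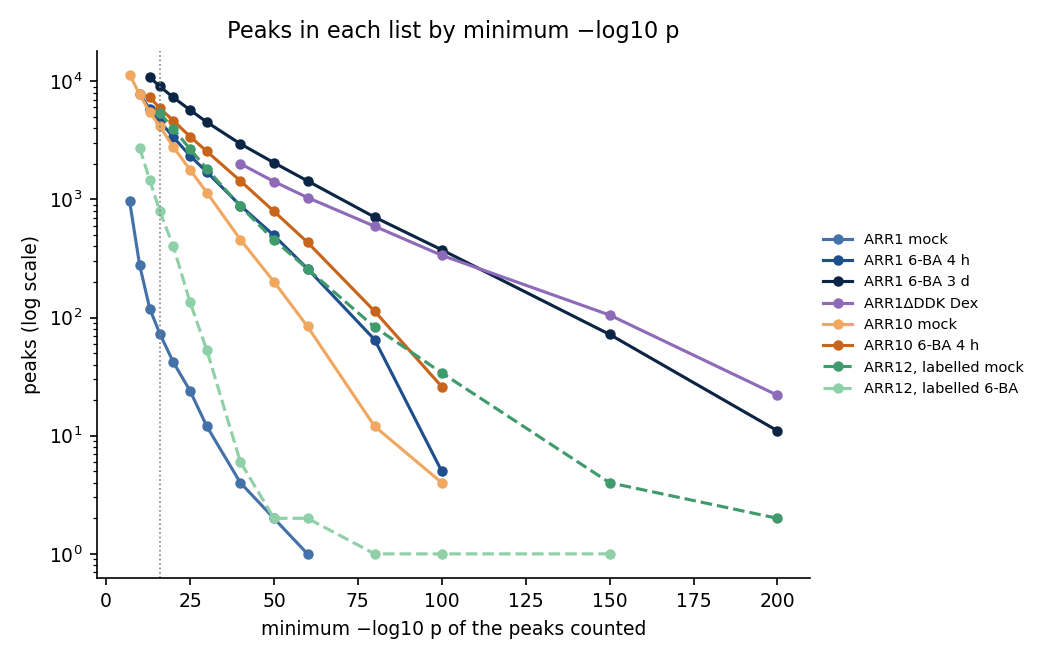
Number of peaks (log scale) against the minimum −log10 p of the peaks counted, in 8 lists, with a dotted line at 16. ARR1 mock and the list labelled ARR12 6-BA lay below the other lists at minima from 16 to 100.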

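In the mock lists, 137 genes were targets of ARR1, 6171 of ARR10 and, by the labels, 8008 of ARR12. With the ARR12 lists exchanged, the ARR12 mock count was 1088. Counting every deposited peak moved ARR1_m most, to 4951 targets, whereas 21 remained at a minimum score of 30. The highest score in ARR1_m, 67.24, lay inside RAP2.4 (AT1G78080) on chromosome 1, followed by a peak of 55.82 inside UBQ10 (AT4G05320) on chromosome 4, which was also within range of AGD13 (AT4G05330). In ARR10_m a peak of 122.84 at EBF1 (AT2G25490) ranked first and was shared with its neighbours AT2G25480 and AT2G25482. For ARR12, the list labelled mock was led by AT2G25200 (353.07), in a peak 37885 bp wide that covers ARR12 itself, and by FBH3 (AT1G51140; 201.25) and GRP7 (AT2G21660; 195.69).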

Without 6-BA treatment, 2815 (ARR1_m), 4822 (ARR10_m), and 823 (ARR12_m) targets were identified using a cutoff of *p*-value 1E-16 (MACS2 peak caller, cutoff: +/−1.5 kb of genes). 

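After 4 h of 6-BA, ARR1 had 6629 targets, a log2 change of 5.60 from mock, and ARR10 had 8106, a log2 change of 0.39. By the labels the ARR12 number went to 1088, a log2 change of −2.88, and with the lists exchanged it went to 8008, a log2 change of 2.88. The ARR10 change turned to −0.39 when every deposited peak was counted, and was 1.03 at a minimum score of 30. ARR1 went from 4951 to 10703 targets with every deposited peak, a much smaller change, and from 21 to 2625 at a minimum score of 30. Both treated lists were led by the peak between AT2G25482 and EBF1, at 120.42 in ARR1_BA and 128.39 in ARR10_BA. For ARR12, the list labelled 6-BA was led by FBH3 (168.85), then by CYP82F1 (AT2G25160) and AT2G25169 (69.71), which share a peak 41559 bp wide over the ARR12 locus.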

Using the same standards, the cytokinin treated samples had higher numbers of targets for all three B-ARRs (5128 (ARR1_BA), 6272 (ARR10_BA), and 6240 (ARR12_BA)). An increase in the number of targets upon cytokinin treatment might result from either protein stabilization or modification by phosphorylation^11^ or both processes. Interestingly, samples treated with 10 µM 6-BA for three days showed even further increase in the number of targets for ARR1, up to approximately 10,000. 

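ARR1_BA3d had 12993 targets, a log2 change of 0.97 from 4 h. The change was 0.51 with every deposited peak and 1.39 at a minimum score of 30. Median peak scores of the targets were 20.46 in ARR1_m, 26.26 in ARR1_BA and 31.49 in ARR1_BA3d. At 3 days the highest score belonged to ARR4 (AT1G10470; 244.01), followed by a peak of 233.49 shared by CKX5 (AT1G75450) and the long non-coding RNA gene AT1G09557.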

B-ARR binding sites detected by ChIP-seq were highly enriched near gene transcription start sites (TSS) (Fig. 2b and Supplementary Fig. 2). They were enriched in regions 1.5 kb upstream and 1 kb downstream of genes, but enrichment dropped dramatically beyond 1 kb downstream of genes.

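In ARR1_BA, 39.5% of the summits (38.0–40.9) lay within 250 bp of a TSS, against 15.0% of positions drawn at random on the same chromosomes (mean of 1000 draws). The share was 46.9% in ARR1_BA3d, 39.6% in ARR10_m and 38.4% in ARR10_BA. It was 43.2% in the list labelled ARR12 mock and 34.1% in the list labelled ARR12 6-BA. In ARR1_m, 9 of 73 summits (12.3%, 6.62–21.8) lay that close, and the interval included the random share. With protein-coding genes only, which moved most of these shares furthest, it was 35.5% in ARR1_BA, 42.4% in ARR1_BA3d, 35.6% in ARR10_m and 38.5% in the list labelled ARR12 mock, against 11.1% of random positions. A minimum score of 30 gave 34.7% in ARR10_BA, 28.3% in the list labelled ARR12 6-BA and none of the ARR1_m summits.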

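Upstream of the nearest gene, ARR1_BA summits were 2.17 times as frequent as random positions in the first 500 bp, 1.63 times from there to 1 kb and 1.54 times between 1 and 1.5 kb. Downstream the ratios were 1.44, 1.39 and 1.47 over the same distances. Inside genes lay 40.8% of the summits and 64.1% of the random positions, and farther than 1.5 kb from any gene 9.34% and 6.83%. Between 1 and 1.5 kb downstream the ratio was 1.14 in ARR1_BA3d, 1.41 in ARR10_BA and 1.36 in the list labelled ARR12 mock.

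**Figure D2:**
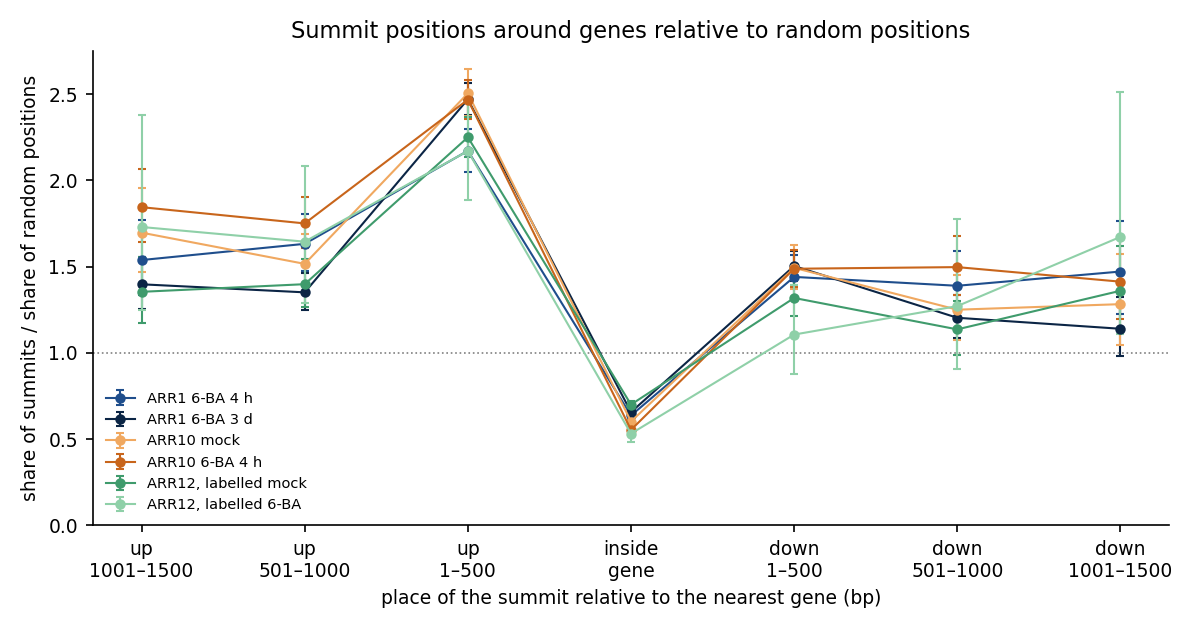
Share of summits divided by share of random positions, by position of the summit relative to the nearest gene (bp upstream, inside, bp downstream), in 6 lists with 95% intervals. The ratio was highest in the 500 bp upstream and lowest inside genes in each list.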

**Fig. 2:**
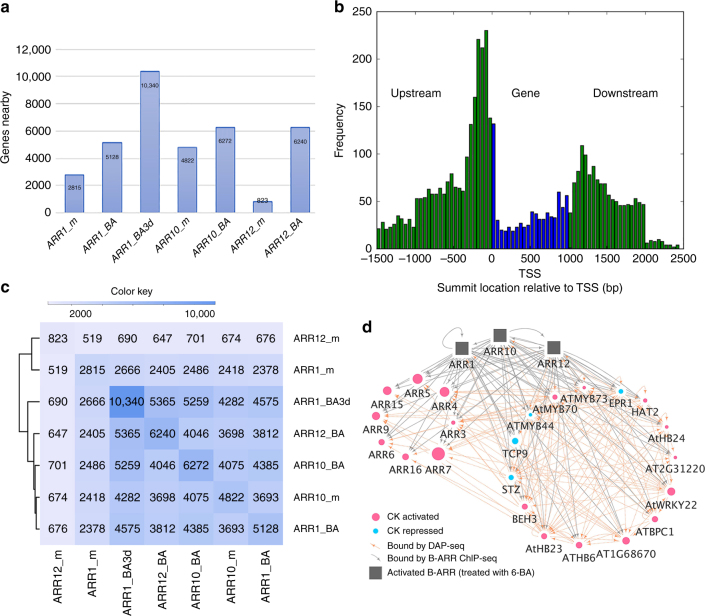
Cytokinin-dependent transcriptional response network. **a** Potential target genes near the binding sites of B-ARRs by different treatments (mock treatment (m), treatment with 10 µM 6-BA for 4 h (BA), or treatment for 3 days (BA3d)). Nearby genes were determined by B-ARR binding within 1.5 kb upstream and downstream of the gene’s annotation. The total number of nearby genes for each treatment is printed on each bar. **b** Distribution of ChIP-seq peaks around a normalized gene (1 kb) for ARR1_m. The base position relative to the transcription start site (TSS). **c** Heatmap showing number of the shared target genes of the B-ARRs TF-TF interaction network. Conditions are: mock treatment: ARR1_m, ARR10_m, ARR12_m; 4-h 10 µM 6-BA treatment: ARR1_BA, ARR12_BA; 3-day 10 µM 6-BA treatment: ARR1_BA3d. **d** A sub-network graph of the B-ARRs gene regulatory network. Nodes were either type-A ARRs or transcription factors from the core target genes of B-ARRs with DAP-seq data available. The sizes of nodes are in proportion to the max peak score of B-ARRs (Supplementary Data 5, column B). Nodes in red color are cytokinin activated while nodes in blue are cytokinin repressed. Edges in gray represent B-ARR direct bound genes and edges in salmon red represent DAP-seq bound genes. The position of nodes does not mean anything. This is the sub-network with the top 50% ranked transcription factors and the entire directed network of B-ARR regulatory network was available as Supplementary Data 6

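The overlap of the peaks themselves was tested by shifting 1 list of each pair around the chromosomes 1000 times. A shifted list loses its place near TSSs. The test therefore does not separate binding at the same sites from a shared preference for such regions. For all 45 pairs of the 10 lists the overlap exceeded every shift (one-sided permutation p = 0.000999, the smallest 1000 shifts can give, and the same after Benjamini–Hochberg adjustment over the 45 pairs). Of 4580 ARR1_BA peaks, 4099 (89.5%) overlapped an ARR10_BA peak, against 13.4% after shifting, and 72.7% overlapped the list labelled ARR12 mock (11.2% after shifting). Of the peaks labelled ARR12 6-BA, 77.0% overlapped ARR1_BA and 79.8% ARR10_BA. With reciprocal overlap of at least 50%, these shares of the list labelled ARR12 6-BA fell to 39.4% and 36.2%, and that of ARR1_BA in the list labelled ARR12 mock to 56.6%. The share of ARR1_BA in ARR10_BA was lowest, 73.8%, with the 1513 top peaks of each list.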

From comparison of genes near in vivo DNA binding sites for these B-ARRs at endogenous and elevated cytokinin levels, a TF-TF interaction network was constructed to analyze the redundant and diverged role of B-ARR family members (Fig. 2c). In addition, a directed gene regulatory network was constructed using the three cytokinin-treated ChIP-Seq results and publicly available DAP-Seq results^33^ as edges and changes in target gene expression (as measured by steady state RNA level) as nodes (Fig. 2d). While the *B-ARRs* are not themselves transcriptionally cytokinin responsive, 6-BA induced an increase in B-ARR binding of cytokinin “target genes” suggesting they regulate the expression of cytokinin responsive genes^11^. 

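Of the 137 targets in ARR1_m, 119 (86.9%, 80.2–91.5) were also targets in ARR1_BA. By the labels, 866 of 8008 ARR12 mock targets (10.8%, 10.2–11.5) were targets under 6-BA, and with the lists exchanged 79.6% (77.1–81.9). An equal number of top peaks per list moved the ARR1 share most, to 43.1%, and a minimum score of 30 took it to 95.2%. Among peaks, 68 of the 73 in ARR1_m (93.2%) overlapped an ARR1_BA peak, and 545 of the 792 labelled ARR12 6-BA (68.8%) overlapped the list labelled ARR12 mock.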

Individual B-ARR shared many targets between mock and 6-BA treatment datasets. For example, 85% (4075 of 4822 mock treated plants) of ARR10 mock targets overlap with 4 h 6-BA targets (Fig. 2c). 

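In the lists used here, 5306 of 6171 ARR10_m targets (86.0%, 85.1–86.8) were also ARR10_BA targets, and they made up 65.5% of the ARR10_BA targets. The share was 68.6% with every deposited peak and 63.7% with an equal number of top peaks. Of 4153 ARR10_m peaks, 3687 (88.8%) overlapped an ARR10_BA peak, and 14.1% did after shifting.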

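All 10 A-ARR genes were targets in ARR1_BA: ARR3 (AT1G59940), ARR4 (AT1G10470), ARR5 (AT3G48100), ARR6 (AT5G62920), ARR7 (AT1G19050), ARR8 (AT2G41310), ARR9 (AT3G57040), ARR15 (AT1G74890), ARR16 (AT2G40670) and ARR17 (AT3G56380). ARR10_BA had 9 of them and no peak at ARR8. Of the ARR12 lists, that labelled 6-BA had 7, without ARR3, ARR8 and ARR16, and that labelled mock had 9, without ARR17. In the mock lists of the other factors, ARR1_m had 2 (ARR4 and ARR7) and ARR10_m had 6. The union of the 4-h targets held 10 of the 10 by the labels and after the exchange, and the common targets held 7 by the labels and 8 after the exchange. A minimum score of 30 moved the union most, to 9.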

All 10 *A-ARRs* (*ARRs 3, 4, 5, 6, 7, 8, 9, 15, 16*, and *17*), well-known cytokinin response genes, were among the targets of B-ARRs (Fig. 3a). 

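By the labels the mock targets of ARR1, ARR10 and ARR12 had 103 genes in common, of 9401 genes that were a target of any of them. With the ARR12 lists exchanged, 62 of 6375 were common. Because 137 genes were targets in ARR1_m, the common set could not be larger than that at a minimum score of 16. The number moved most with every deposited peak, to 2444, and was 678 when the 1513 top peaks of each list were used.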

At endogenous cytokinin levels, ARR1, ARR10, and ARR12 shared 503 targets (Fig. 3b). In addition, ARR1 and ARR10 shared another 1915 targets. In contrast, ARR12 shared less targets than either ARR1 or ARR10. 

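Outside the genes common to all, 13 targets were shared by ARR1_m and ARR10_m alone, of 116 shared by these lists in all. With the ARR12 lists exchanged, 54 were shared by ARR1_m and ARR10_m alone. Counting every deposited peak gave 1014.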

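The list labelled ARR12 mock shared 111 targets with ARR1_m and 4791 with ARR10_m. Its partner, labelled ARR12 6-BA, matches the paper's ARR12_m column and shared 67 with ARR1_m and 900 with ARR10_m, out of its 1088.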

At the elevated cytokinin levels (4-h 6-BA treatment), a set of 3373 targets were shared by ARR1, ARR10, and ARR12 (“common set of targets”) while 8770 targets were bounded by at least one of the three B-ARRs (“union set of targets”) (Fig. 3c, Supplementary Data 2). Additionally, ARR1 shared more targets with ARR10 than ARR12. 

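By the labels, 873 genes were targets of all 3 factors at 4 h and 9118 were targets of at least 1. With the ARR12 lists exchanged these were 4438 and 11162. Counting every deposited peak gave 3934 common and 13790 union targets, and a minimum score of 30 gave 56 and 4082.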

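At 4 h, ARR1 shared 5731 of its 6629 targets with ARR10 (86.5%). It shared 907 (13.7%) with the list labelled ARR12 6-BA, and 4969 (75.0%) with the list labelled ARR12 mock. A stretch on chromosome 3 at ARR1 (AT3G16857) limits the comparison of ARR1 with ARR10. The cover from 5747501 to 5797500 was measured with every deposited peak, including those below 16. Peaks covered 79.0% of the sequence in ARR1_m, 68.1% in ARR1_BA and 55.0% in ARR1_BA3d, and also 86.4% in ARR10_m and 87.6% in ARR10_BA. Peaks below 16 made up much of the cover in ARR1_m and ARR1_BA and little of it in the ARR10 lists. The ARR1_m peaks there that reached 16 scored 21.88 and 16.38. The lists of the ARR12 line covered 5.88% and 3.16% of it, and ARR1∆DDK 6.15%. Leaving out peaks within 50 kb of a tagged gene gave 6598 ARR1_BA and 8067 ARR10_BA targets. This removes the stretch itself, and whether the ARR10 libraries hold DNA of the ARR1 line, which would add to the overlap elsewhere too, was not tested by it.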

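Of the 137 ARR1_m targets, 105 (76.6%, 68.9–82.9) were targets in ARR1_BA3d. Of the ARR1_BA targets, 5994 (90.4%, 89.7–91.1) were, and 97 genes were targets in all 3 ARR1 lists. Among ARR1_BA peaks, 4174 of 4580 (91.1%) overlapped an ARR1_BA3d peak.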

The results indicated that many targets under mock treatment (endogenous cytokinin) were also bound by B-ARRs upon 6-BA treatments of 4 h or 3 days (Fig. 3d). However, the number of target genes increased from 2815, 5128, to 10,340 up 6-BA treatments (Figs. 2c and 3d). 

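Across the 3 ARR1 lists, 13638 genes were a target at least once, and 6991 of them were targets at 3 days alone. From the targets shared by the lists, the paper concludes that many genes bound in mock conditions are also bound upon 6-BA treatment.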

When genome-wide binding sites of recombineered ARR10_BA were compared to those generated using ChIP-seq of a tagged, over-expressing ARR10 by Zubo and colleagues^21^, an overall correlated profile of peak locations was found (Supplementary Fig. 3a). Compared to dataset 1 of Zubo et al.^21^ 2783 (69.5%) out of 4004 potential targets were also identified in our study (Fisher’s Exact test, *p*-value < 0.001, Supplementary Fig. 3b). If only the ARR10 “regulated targets” (those with evidence of transcriptional activity) in dataset 2 of Zubo’s study were considered, 87.4% were overlapping with our B-ARR union target set (Supplementary Fig. 3c). Though the recombineering experiment and the over-expressing experiment showed a high degree of agreement, our combined analysis of three B-ARRs revealed many additional in planta B-ARRs genomic binding locations (Supplementary Fig. 3d). The gene expression analyses were done using RNA-seq data from plants treated with 6-BA treatment for 4 h and using an *arr1/10/12* triple mutant (Supplementary Data 3 and Data 4). In total, 554 genes were differentially expressed in response to cytokinin treatment whereas the expression of 2323 genes were affected in the triple mutant (*q*-value <= 0.05 and 1.6-fold changes as cutoff, Supplementary Fig. 4a, b). When previous transcriptomic data and recent *CaMV 35S* over-expression ARR10 ChIP-seq data^21^ were compared, the expression of 813 common targets and 1713 union targets were observed to be affected by cytokinin treatment (Supplementary Data 5). These union target genes that showed cytokinin-induced expression changes were designated as “core target genes” of the B-ARRs. 

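The union targets of 4 h were ranked by the highest score in any of the lists. By the labels the top 50 of 9118 held 6 of the cytokinin genes examined: ARR5 (AT3G48100) at rank 7, ARR4 (AT1G10470) at 9, CKX5 (AT1G75450) at 14, ARR15 (AT1G74890) at 20, AHK4 (AT2G01830) at 26 and ARR9 (AT3G57040) at 39. With the ARR12 lists exchanged it held 4, namely ARR4, ARR5, ARR7 (AT1G19050) and CKX5. EBF1 (AT2G25490) was at rank 2 by the labels.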

The top 50 genes ranked by their maximum peak scores contained eight known cytokinin biosynthesis/degradation or response genes (16%) including *type-A ARRs* (*ARR4, 5, 7,15*), cytokinin receptor (*WOL/AtHK4*), and cytokinin degradation enzyme (*CKX5*) and showing a 10-fold enrichment (*p* < 0.001, binomial test, Supplementary Fig. 5a, 5b). Finally, the intersection of 1713 core target genes and a previous large-scale TF binding dataset^33^ was used to construct a cytokinin transcriptional gene regulatory network (Fig. 2d, Supplementary Data 6), providing a framework for future studies of cytokinin response genes.

**Fig. 3:**
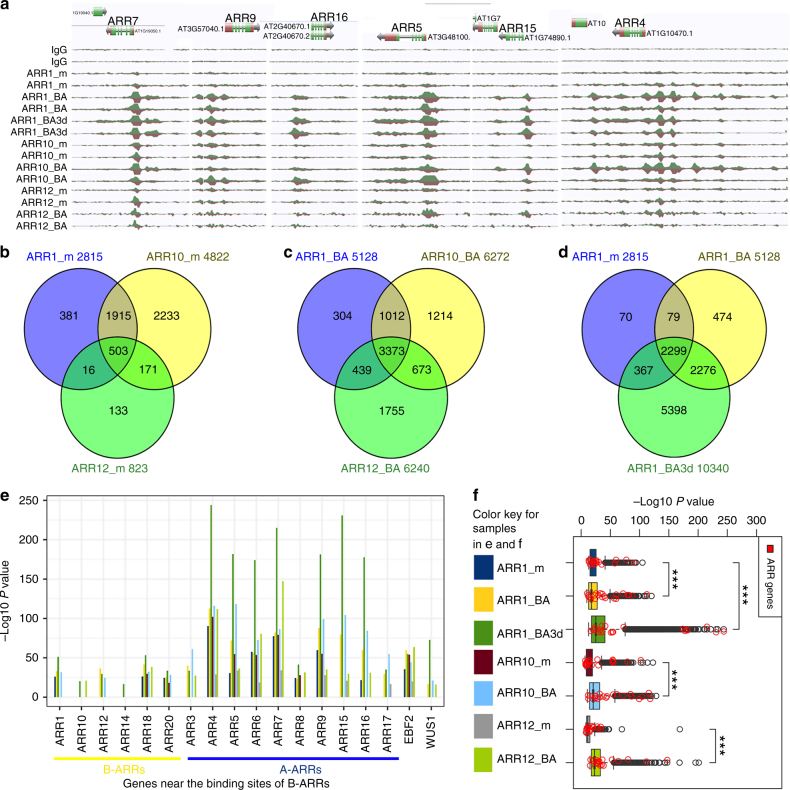
*A-ARR*s are direct targets of B-ARR transcription factors. **a** AnnoJ browser snapshots of *A-ARR* genes, targets of B-ARR TFs. **b** Venn diagram describing the number of target genes for each of three key B-ARRs in the mock treatment (m). **c** Venn diagram describing the number of target genes for each of three key B-ARRs in the 10 µM 6-BA 4-h treatment (BA). **d** Venn diagram describing the number of target genes increase for ARR1 in a cytokinin time course treatment, 0 h (m), 4 h (BA), 3 days (BA3d). **e** Peak scores (−Log10 *p-*value) of *ARRs* in various cytokinin treatments. **f** Box plot showing the distributions of the binding peak scores of B-ARR targets. *ARRs* were highlighted in red circles. Asterisks (***) indicates significant difference using Wilcoxon rank-sum test (*p* < 0.001)

### A negative feedback loop in the cytokinin regulatory network

Previous indirect evidences including genetic studies, transcriptional profiling results, and promoter deletion analyses of *A-ARRs* suggested that these genes are targets of B-ARRs^20,34,35^. 

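Among the targets of ARR1_BA, 5 of the 10 A-ARR genes ranked within the top 5%, at a median percentile of 4.69, from ARR4 (AT1G10470) at 0.0603 to ARR8 (AT2G41310) at 60.1. In ARR10_BA, 7 of 9 ranked within the top 5% (median 1.16), and in ARR1_BA3d 7 of 10 (median 0.319). Of the ARR12 lists, that labelled mock had 3 of 9 there (median 25.7) and that labelled 6-BA had 2 of 7 (median 10.7). ARR5 (AT3G48100) ranked at 0.0740 in ARR10_BA and 2.97 in ARR1_BA, and ARR9 (AT3G57040) at 0.469 and 0.724. ARR3 (AT1G59940) ranked at 7.30 and 21.4, and ARR17 (AT3G56380) at 10.5 and 40.9.

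**Figure D3:**
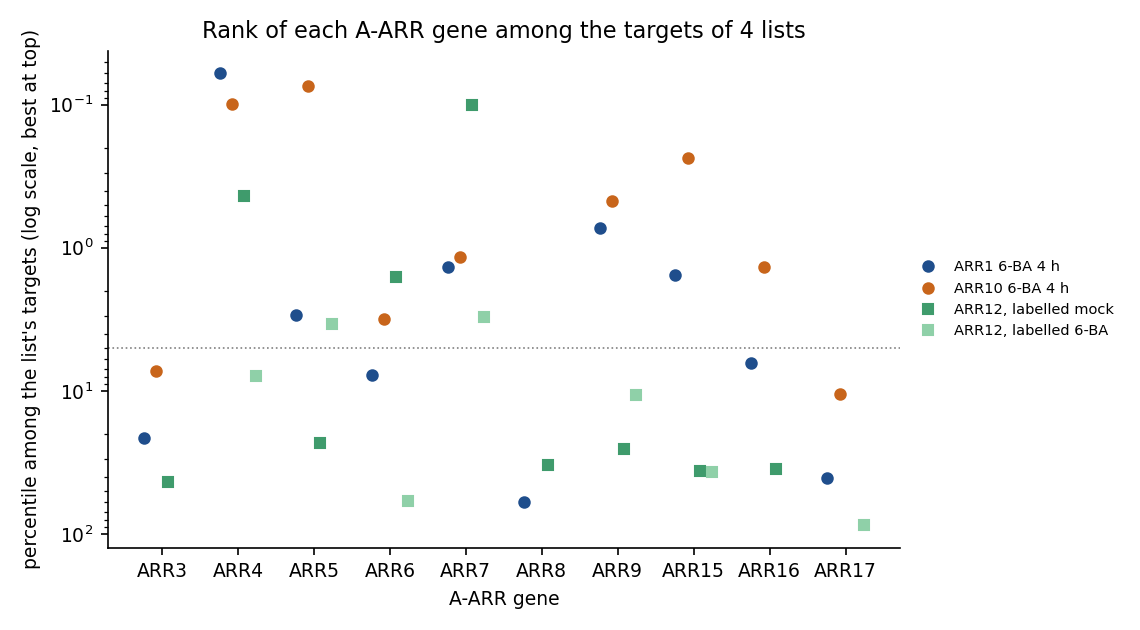
Percentile of each A-ARR gene among the targets of 4 lists (log scale, best at top), with a dotted line at 5. ARR4, ARR5, ARR7, ARR9 and ARR15 lay above the line in ARR1 and ARR10 after 6-BA, and ARR3 and ARR17 lay below it wherever they were targets.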

Our results show significant increase of B-ARR binding to the promoter of *A-ARRs* in response to cytokinin (Fig. 3a) and *A-ARR* genes are among the top-ranking targets of multiple B-ARRs (percentile ranking <5%). Upon exogenous cytokinin treatment (6-BA treatment for 4 h to 3 days), B-ARRs show significant increase of binding to *A-ARRs* (Fig. 3e) and their downstream target genes (Fig. 3f; Wilcoxon rank-sum test *p* < 0.001). In contrast, there was not much change in binding at the promoter of the *EIN3 binding factor (EBF2)* (Fig. 3e), a negative regulator in the ethylene signaling pathways^36^. 

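At ARR4 the peak score was 17.71 in ARR1_m, 112.5 in ARR1_BA and 244.01 in ARR1_BA3d, and at ARR7 it was 16.32, 81.92 and 215.18. ARR5 went from 11.44 to 71.84 and 181.7, ARR6 (AT5G62920) from 7.65 to 56.45 and 173.92, and ARR9 from 8.22 to 87.7 and 181.29. ARR15 and ARR16 (AT2G40670) had no peak in ARR1_m and scored 79.39 and 59.9 in ARR1_BA. The ARR1_m list does not account for all of the paper's column. In the other ARR1 mock list, of etiolated seedlings, ARR4 had 98.28, ARR7 24.78, ARR5 50.19 and ARR6 33.78. There ARR9 had 68.95, ARR16 22.26 and ARR15 no peak. These scores were higher than in ARR1_m and lower than in ARR1_BA. In the ARR10 lists ARR4 went from 102.15 to 115.79, ARR5 from 54.66 to 118.14, ARR9 from 55.13 to 99.28 and ARR15 from 8.51 to 104.43. ARR8 went the other way, from 27.86 in ARR10_m to no peak in ARR10_BA. In the lists labelled ARR12 mock and ARR12 6-BA, ARR4 had 111.82 and 28.83, and ARR7 147.34 and 34.0. Scores depend on the depth of each library, which the lists do not give, so the Wilcoxon comparison of scores between lists was not repeated. Median scores of all targets were 23.57 in ARR10_m and 28.32 in ARR10_BA, and 25.63 and 19.95 in the lists labelled ARR12 mock and ARR12 6-BA.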

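EBF2 (AT5G25350, chromosome 5, 8794252–8797349, − strand) had a peak score of 13.35 in ARR1_m, 59.9 in ARR1_BA and 54.75 in ARR1_BA3d. It had 54.02 in ARR10_m and 44.26 in ARR10_BA. In the lists labelled ARR12 mock and ARR12 6-BA it had 63.68 and 20.19.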

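In ARR1_BA, ARR18 (AT5G58080) ranked at percentile 19.2 with a peak score of 41.58, ARR12 (AT2G25180) at 26.7 with 36.36, and ARR1 (AT3G16857) at 32.6 with 33.02. In ARR10_BA they ranked at 40.1, 61.1 and 40.4, with scores of 32.06, 24.79 and 31.81. ARR10 (AT4G31920) had peaks below the cutoff in ARR1_BA (10.44) and ARR10_BA (11.91), and ARR14 (AT2G01760) was a target in neither. The scores at ARR1 in ARR1_BA and ARR10_BA lie in a wide stretch covered by peaks, which limits their use.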

Interestingly, a few *B-ARRs*, including *ARR1, ARR10, ARR12, ARR18*, and *ARR14* were among low-ranking targets (Fig. 3e). Overall these analyses support a scenario in which the promoters of the *A-ARR* genes are bound by B-ARRs representing an efficient feedback mechanism to fine-tune cytokinin responses in the plant.

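At ARR4 the ARR1_BA summit lay 447 bp upstream of the TSS, at ARR9 233 bp, at ARR16 238 bp and at ARR7 8 bp upstream. At ARR5 it lay inside the gene, 60 bp from the TSS, at ARR15 50 bp and at ARR6 185 bp. At ARR3 and ARR17 it lay downstream of the gene, 2597 and 1805 bp from the TSS, and at ARR8 inside it, 2536 bp from the TSS. From the binding at A-ARR promoters and its rise after cytokinin, the paper proposes a feedback that fine-tunes the cytokinin response.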

### Functional classification of B-ARRs targets

A previous study of binding sites for the master transcriptional regulator for the plant hormone ethylene revealed major feedback loops where EIN3 directly targeted almost all essential genes in the ethylene signaling pathway, as well as key regulators of other phytohormone pathways^36^. To find out whether this TF-governed auto-regulation and cross-regulation with other pathways also holds true or not for B-ARRs, we performed gene ontology (GO) analysis of target genes of B-ARRs using the top 3000 genes ranked by IDR score^37^. These analyses revealed enrichment for similar biological function and processes for all tested B-ARRs (Supplementary Fig. 6). GO enrichment analysis was consistent with the fundamental and diverse role of cytokinin (Supplementary Fig. 6). B-ARR DNA binding sites are highly associated with plant hormone responsive genes and cytokinin genes (GOTERMs: response to plant hormone stimulus *p*-value 1.5E-26, two-component signal transduction *p*-value 6.3E-15). Among the 3373 common targets of the three B-ARRs (ARR1/ARR10/ARR12) tested, we observed enrichment of hormone-related genes (Fig. 4a, Supplementary Data 7). Additionally, the top 3000 genes ranked by ARR10 peak scores were used to refine the GO analysis. The top GO terms are similar in the global analysis for the targets of three B-ARRs. These targets of B-ARRs include the primary cytokinin response genes, *A-ARRs* and the cytokinin receptor *AHK4*. 

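AHK4 (AT2G01830, chromosome 2, 362983–369707, − strand) had a peak score of 6.21 in ARR1_m, 93.13 in ARR1_BA and 202.56 in ARR1_BA3d, and 71.9 and 101.85 in ARR10_m and ARR10_BA. The lists labelled ARR12 mock and ARR12 6-BA gave 106.02 and 29.65. The other AHK genes examined ranked lower, AHK3 (AT1G27320) with 23.68 in ARR1_BA and 23.26 in ARR10_BA, and AHK1 (AT2G17820) with 17.82 and 28.89. Of these, AHK1 is not among the cytokinin receptors the paper names, which are AHK2, AHK3 and AHK4. No value is given here for AHK2.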

Although B-ARRs are not regulated at the transcriptional level by cytokinin, it is interesting that several (*ARR1, ARR10, ARR12, ARR14,*and* ARR18*) were found in the B-ARR target gene list as being under control of *B-ARRs*. In addition, B-ARRs were found to bind at cytokinin biosynthesis and degradation pathway genes (Fig. 4a, Supplementary Data 7). Thus, the transcriptional responses directed by B-ARRs may include nearly every step from cytokinin perception and signaling transductions to the TFs. 

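By the labels, 3 of these 5 B-ARR genes were union targets at 4 h (ARR1, ARR12 and ARR18), and 4 were after the exchange, which added ARR10 at a score of 21.08. In ARR1_BA3d all 5 were targets, with 51.16 at ARR1, 20.38 at ARR10, 29.5 at ARR12, 16.68 at ARR14 and 53.47 at ARR18. The value at ARR1 falls in the wide stretch that the ARR1 lists cover, which limits its use.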

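All 6 metabolism genes examined were union targets. CKX5 (AT1G75450) had the highest score, 107.55 in ARR1_BA and 108.59 in ARR10_BA. In the same lists CKX6 (AT3G63440) had 22.92 and 36.92, CKX7 (AT5G21482) 19.34 and 28.2, and IPT5 (AT5G19040) 30.7 and 25.52. LOG7 (AT5G06300) had 34.92 and 68.66, and LOG8 (AT5G11950) 27.93 and 38.47. The median percentile of the class was 41.5 in ARR1_BA and 29.9 in ARR10_BA.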

Like EIN3, the response of B-ARRs to cytokinin may involve cross-regulation with other plant hormone biosynthesis, signaling, and response pathways (Fig. 4a). B-ARRs were found to target the auxin receptor genes *TIR1* and *AFB2*, as well as the auxin transportation efflux carrier genes, the *Pin-formed *and* Pin-formed like (PIN3/4/7)*, and the *GH3s* genes which mediate auxin conjugation. 

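TIR1 (AT3G62980) had a peak score of 51.69 in ARR1_BA and 67.66 in ARR10_BA, and AFB2 (AT3G26810) 33.59 and 50.42. PIN3 (AT1G70940) had 24.25 and 33.2, PIN4 (AT2G01420) 19.19 and 28.76, and PIN7 (AT1G23080) 44.97 and 47.75. All 5 GH3 genes examined were union targets, among them GH3.2 (AT4G37390) with 62.82 and 53.28, GH3.17 (AT1G28130) with 44.97 and 66.39, and GH3.5 (AT4G27260) with 25.83 and 49.12. The median percentile of the GH3 genes was 16.2 in ARR1_BA and 15.0 in ARR10_BA, and that of the PIN genes 56.8 and 37.8.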

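Of 5 ARF genes, 4 were union targets. ARF19 (AT1G19220) had a peak score of 49.45 in ARR1_BA and 49.54 in ARR10_BA, ARF6 (AT1G30330) 33.96 and 64.89, ARF8 (AT5G37020) 26.73 and 23.46, and ARF10 (AT2G28350) 15.3, below the cutoff, and 17.76. ARF11 (AT2G46530) had no peak in these lists and 23.12 in ARR1_BA3d. Of 11 Aux/IAA genes, 10 were union targets by the labels. IAA16 (AT3G04730) scored highest, with 92.46 and 87.62, followed in ARR1_BA by IAA19 (AT3G15540) with 66.99 and IAA2 (AT3G23030) with 53.51. IAA3 (AT1G04240) had its only peak among the 4-h and mock lists in the list labelled ARR12 mock (24.93), so all 11 were union targets after the exchange.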

Auxin transcriptional response regulators, including several *ARFs* and many *Aux/IAAs* genes, were also among the list of B-ARR targets (Fig. 4a, Supplementary Data 7). The most striking features among the hormone-related targets of B-ARRs are genes encoding the master transcriptional factors such as *MYC2, PIFs, BES/BZR,*and *ERFs* (Fig. 4a), each responsible for mediating the transcriptional responses to other plant hormones^38–42^. 

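Of 10 genes for these factors, 9 were union targets by the labels and 10 after the exchange. PIF7 (AT5G61270) had the highest peak score, 80.03 in ARR1_BA and 75.61 in ARR10_BA, followed by PIF6 (AT3G62090) with 66.99 and 47.75. PIF4 (AT2G43010) had 41.86 and 59.72, PIF3 (AT1G09530) 33.71 and 32.41, PIF5 (AT3G59060) 33.02 and 46.48, and MYC2 (AT1G32640) 23.3 and 27.75. BES1 (AT1G19350) had 39.33 and 49.8, ERF3 (AT1G50640) 21.28 and 37.3, and ERF72 (AT3G16770) 18.95 and 36.06. BZR1 (AT1G75080) stayed below the cutoff in ARR1_BA (14.49) and ARR10_BA (14.5) and had 21.65 in the list labelled ARR12 mock.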

B-ARRs also target genes encoding plant hormone receptors such as *BRI1/BAK1/BAK7*^43^, *PYR/PYLs*^44^, and *TIR1/AFB2*^45^ (Fig. 4a). In addition, B-ARRs targeted the plant hormone negative signaling component genes, such as *Aux/IAAs* for auxin^46^, *EBF1/2* for ethylene^47^, *BIN2* for brassinosteroid^43,48^, and the DELLA protein *GAI* and *RGA* for gibberellin^49^.

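BRI1 (AT4G39400) had a peak score of 24.98 in ARR1_BA and 34.21 in ARR10_BA, BAK1 (AT4G33430) 33.02 and 27.75, and BAK7 (AT2G13790) 24.98 and 18.65. Among the abscisic acid receptor genes, PYR1 (AT4G17870) had 55.47 and 59.88, PYL4 (AT2G38310) 51.97 and 54.69, and PYL1 (AT5G46790) 19.71 and 25.52. All 11 receptor genes of this class were union targets, at a median percentile of 30.0 in ARR1_BA and 35.8 in ARR10_BA.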

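BIN2 (AT4G18710, chromosome 4) had a peak score of 33.25 in ARR1_BA and 33.47 in ARR10_BA, GAI (AT1G14920, chromosome 1) 24.98 and 36.31, and RGA1 (AT2G01570, chromosome 2) 33.02 and 51.18. EBF1 (AT2G25490) was within range of the highest peak of both lists. The median percentile of the Aux/IAA genes was 29.0 in ARR1_BA and 23.6 in ARR10_BA.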

**Fig. 4:**
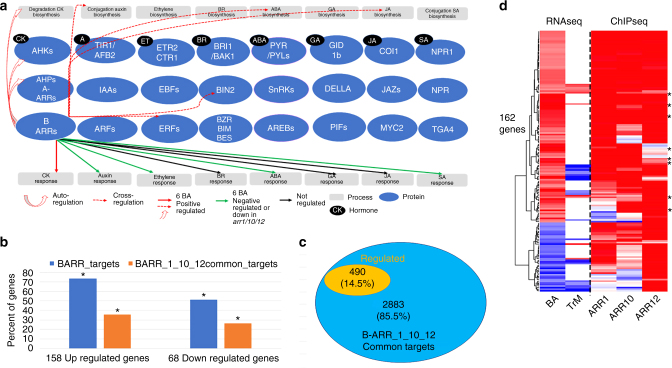
Enriched GO categories for B-ARRs target genes. **a** Interaction graph drawn from GO categories of nearby target genes of B-ARRs. The model shows that B-ARRs regulate every step of both cytokinin biosynthesis and signaling pathways and cross-regulate other plant hormone pathways. Hormone annotation legend: CK cytokinin, A auxin, ET ethylene, BR brassinosteroid, ABA abscisic acid, GA gibberellin, JA methyl jasmonate acid, SA salicylic acid. Red arrow: genes with increased transcript levels after cytokinin treatment; Green arrow: genes with decreased transcript levels in *arr1/10/12* triple mutants compared to wild type or genes repressed by cytokinin. Black arrow: genes with regulated (for BR) and not-regulated (for GA and JA) transcript levels in *arr1/10/12* triple mutants compared to wild type. **b** Comparison between B-ARR targets and cytokinin response genes in the golden list^20^ using Fisher’s exact test (asterisk (*) indicates corrected *p* < 0.05). **c** The subset of B-ARR 1, 10, and 12 candidate target genes also showing transcript changes (regulated). **d** A heatmap shows both cytokinin regulation and B-ARR binding for a subset of 162 common targets of B-ARR 1, 10, and 12. *A-ARRs* were highlighted (*). *Z* scores for RNA-seq were based on log2 fold changes (6-BA treatment compared to mock and triple mutants compared to wild type) and for DNA binding were based on log2 peak score (−log2(*p*-value)). RNA-seq was acquired from 4-h 6-BA treatment (BA) or in *arr1/10/12* triple mutants (TrM). DNA-binding for 6-BA treatment target genes of B-ARR-1 (ARR1), B-ARR-10 (ARR10), and B-ARR-12 (ARR12)

Next, we inquired into whether the transcription of B-ARR target genes are regulated by cytokinin levels (Supplementary Data 3 and Data 4). The regulated genes were then layered into plant hormone pathways targeted by B-ARRs (Supplementary Data 7). Cytokinin treatment increased gene transcripts for most *A-ARRs*, *AHK4*, and cytokinin degradation enzymes in the cytokinin pathways (Supplementary Data 7). Whereas gene transcripts were shown to decrease for important negative regulators of other hormone pathways, including several *IAAs*, and *GH3s* for auxin, *SnRK3.14* and *NRT* for abscisic acid (ABA), as well as modification enzyme for salicylic acid (SA) (Supplementary Data 7). In addition, in the triple mutant background, the auxin receptor *AFB2* and the auxin efflux carrier *PIN7* were down-regulated (Supplementary Data 7, gene names underscored) whereas *TAS3* and the ethylene receptor *ETR2* were up-regulated (Supplementary Data 7, gene names in green). These results suggest that cytokinin pathway TFs target important regulators of other plant hormones pathways, potentially leading to diverse outputs for developmental and growth programs, as well as responses to environmental cues.

Numerous studies have reported that TF binding does not necessarily coincide with changes in gene transcription^50^. In the case of EIN3, only 30% of the ET-induced binding events were associated with transcriptional changes^36^. We examined genes in the “golden list” for cytokinin responses which were identified by Bhargava^20^ using a meta-analysis of multiple expression datasets, to determine the overlap with genes that we identified as B-ARR targets. In all, 116 (73.4%) of 158 up-regulated genes in the golden list were identified among the 8770 union binding targets of three B-ARRs, suggesting significant association between B-ARR binding and cytokinin-induced transcriptional responses (Fig. 4b; Fisher’s Exact Test *p* < 0.001). When compared to the 3373 common targets of three B-ARRs, the percentage of overlap dropped to 35.4% which is still highly significant (Fig. 4b; Fisher’s Exact Test *p* < 0.001). Similarly, 35 (51.4%) of 68 down-regulated genes in the golden list were overlapped among the 8770 union targets of B-ARRs (Fisher’s Exact Test *p* < 0.001) although only 26.5% of these were among the 3373 common targets of the three key B-ARRs (Fig. 4b; Fisher’s Exact Test *p* < 0.001). A small portion (74 of 226 or 32.7%) of genes in the golden list were not found in the list of B-ARRs targets. They might be either indirect cytokinin response genes or the targets of other B-ARRs that were not tested in this experiment. It is interesting that activators like B-ARRs directly target cytokinin repressed genes which may involve the recruitment of other co-regulators. Only 490 (14.5%) of 3373 common targets of three B-ARRs (ARR1/ARR10/ARR12) were affected transcriptionally either in triple mutant or by cytokinin treatment (Fig. 4c). 

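The genes regulated after 6-BA were taken from Supplementary Data 3, whose copy lists 553 genes, 552 of them in the annotation (333 up, 219 down). By the labels, 327 of the 552 (59.2%, 55.1–63.3) were union targets at 4 h, namely 228 of the 333 up (68.5%) and 99 of the 219 down (45.2%). The common targets held 67 (12.1%, 9.67–15.1), 61 up and 6 down. With the ARR12 lists exchanged the union held 365 (66.1%) and the common targets 181 (32.8%), 130 up and 51 down. The share in common targets was 31.2% with every deposited peak and 1.27% at a minimum score of 30. Since the copy is 1 gene short of the paper's number, the overlap is given as counts and was not tested.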

A subset of 162 common targets that the binding of B-ARRs responded to cytokinin treatment also changed their expression upon cytokinin treatment (Fig. 4d, Supplementary Fig. 4c). When another dataset of cytokinin response genes was used^51^, 82% of overlap between the expressed gene list and our ChIP-seq data were observed (Fisher’s Exact Test, *p* < 0.001).

### Switch of B-ARR motif specificity in response to cytokinin

The targets of B-ARRs are predicted to be enriched for specific binding site motifs. We used the top 1000 conservative narrow peaks from each B-ARR, ranked by the IDR peak score and included two hundred bps flanking the peak summits, for motif calling using the MEME-ChIP suite (Fig. 5). 

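In 200 bp windows at the 1000 highest peaks, 6-mers counted on either strand were compared with windows 500 bp to each side of the same summits. Only 6-mers found in at least 10% of the summit windows were ranked. The 6-mers with the highest log2 ratio in ARR1_BA were GGACCC (3.08), GGGACC (3.00), CACGCG (2.91), CACGTG (2.84) and CCCACG (2.69). In ARR10_BA they were GGGACC (3.03), CACGTG (2.47), GGACCC (2.34), CGTATC (1.99) and ACGTGG (1.92). ARR1_BA3d gave GGGACC (3.25), CACGTG (3.03), GGACCC (2.89), CACGCG (2.83) and GGGGAC (2.51). In the list labelled ARR12 mock they were ACGCGC (3.68), GGGACC (3.29), CACGCG (3.25), GGACCC (2.86) and CACGTG (2.82). In the list labelled ARR12 6-BA they were CACGTG (2.43), ACGTGG (1.94), CACGTC (1.93), ACACGT (1.77) and ACGTCA (1.71). A window of 100 bp moved these lists most, with 1 of the 5 6-mers of ARR1_BA still among its first 5. The minimum of 10% was the same for that window, so 6-mers could also leave the ranking by falling below it.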

Analyses of the identified B-ARRs motifs suggested several important conclusions. First, without any treatment, B-ARRs binding motifs are very similar to each other; each contains an AGAT core flanked by degenerate sequences with the first A in the core being slightly more degenerate (A/G). 

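In ARR1_m the 6-mers with the highest log2 ratio were CACGTG (2.22), CGTGGC (1.66), ACGTGG (1.54), CGTGTC (1.52) and ACACGT (1.51), and in ARR10_m GGGACC (3.02), GGACCC (2.66), CACGCG (2.61), CACGTG (2.53) and ACGTGG (2.28). Of the 6-mers that contain the core as AGATNN, AGATCT had the highest ratio in ARR1_m (0.58) and AGATTC in ARR10_m (0.54). The form with G at the first position, GGATHY, had an odds ratio of 1.26 at ARR1_m summits and 1.10 at ARR10_m summits against the windows beside them. It had 1.18 in the list labelled ARR12 mock and 1.28 in the list labelled ARR12 6-BA.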

Although the motifs are similar, there are also significant differences that can be distinguished by the degenerate sequences (Fig. 5). These findings are consistent with previous in vitro binding and the PBM assays, identifying AGAT as the core B-ARR binding motif^52^. 

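The flanks were compared by splitting AGATHY by the base at H. At ARR1_m summits the odds ratio was 1.14 for AGATTY, 1.11 for AGATAY and 1.46 for AGATCY, and at ARR10_m summits 1.51, 1.39 and 1.27. The complementary flank AGATHR had 0.964 in ARR1_m and 0.801 in ARR10_m. No matrix of the paper's motifs was used here.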

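At ARR1_BA summits AGATHY was found in 75.5% of the windows and in 61.5% of those beside them, an odds ratio of 1.93 (1.62–2.28; two-sided Fisher's exact test, adjusted p = 2.40e-14 over the 10 lists by Benjamini–Hochberg). By the same Fisher's exact test the odds ratio was 1.16 (0.992–1.36; adjusted p = 0.0749) in ARR1_m and 2.27 (1.91–2.70; adjusted p = 4.79e-21) in ARR1_BA3d. The 1000 summits were taken without the cutoff of 16, which 73 ARR1_m peaks reach. They went down to a score of 6.67 in ARR1_m and 15.08 in the list labelled ARR12 6-BA, against 38.33 in ARR1_BA. ARR10 gave 1.51 (1.28–1.77; Fisher's exact test, adjusted p = 7.72e-07) in mock and 2.64 (2.20–3.16; adjusted p = 1.71e-27) after 6-BA. For ARR12, the list labelled mock gave 1.02 (0.872–1.19; Fisher's exact test, adjusted p = 0.842) and the list labelled 6-BA 1.51 (1.28–1.78; adjusted p = 8.44e-07). Treated over mock, the odds ratios differed by a factor of 1.66 (1.32–2.09) for ARR1 and 1.75 (1.38–2.23) for ARR10. Against the other ARR1 mock list, of etiolated seedlings, the factor for ARR1_BA was 1.09 (0.859–1.38). For ARR12 the factor was 1.48 (1.18–1.86) by the labels and 0.675 (0.538–0.847) with the lists exchanged. Each condition has 1 list, so the intervals on these factors cover the counting of windows only. They cannot show an effect of treatment, and the peaks compared also differ in strength between lists. The reversed consensus YHTAGA, which has the same base composition, moved the list labelled ARR12 mock most, where AGATHY relative to it gave 1.72 (1.38–2.14). Within ARR1_BA the odds ratio fell from the strongest peaks to 1.30 in the weakest full set of 1000, and in the list labelled ARR12 mock it was 1.02 in the strongest and 1.01 in the weakest.

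**Figure D4:**
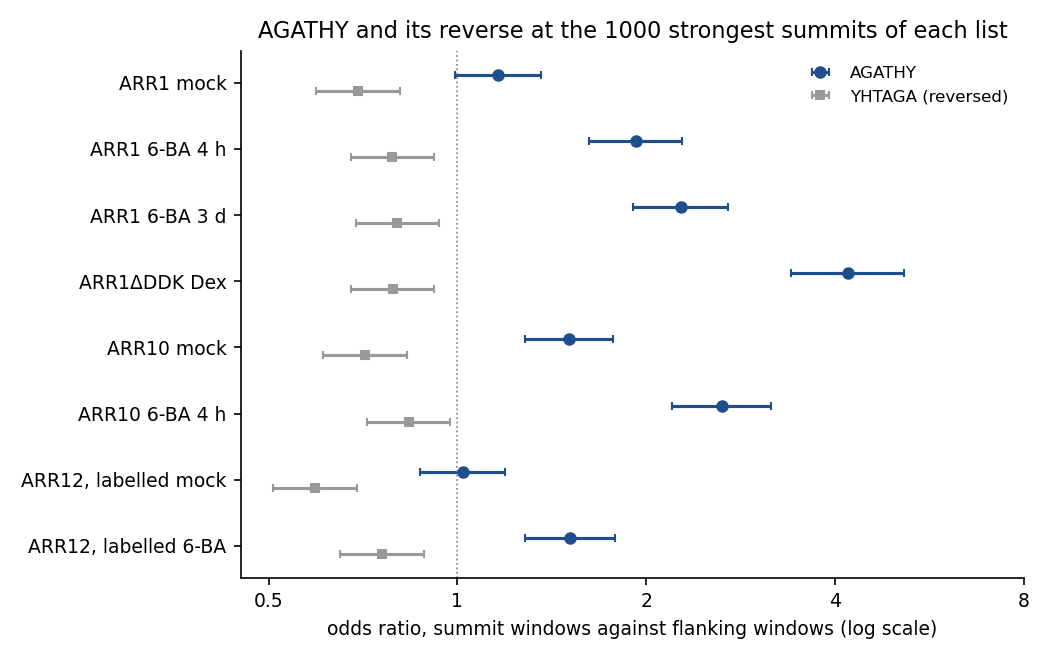
Odds ratio of AGATHY (circles) and of the reversed YHTAGA (grey squares) at the 1000 strongest summits against flanking windows, with 95% intervals, in 8 lists (log scale). AGATHY was highest in ARR1∆DDK and at 1 in the list labelled ARR12 mock.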

Second, after cytokinin treatment, all binding motifs strikingly become invariant AGAT((t/a/c)(t/c)) which we have termed the B-ARR-6-BA motif (AGATHY) (Fig. 5). 

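The ARR1∆DDK list (Dex) held 2916 peaks with peak scores from 31.21 to 303.4 and a median width of 883 bp, which gave 4687 targets. Of its summits, 51.3% lay within 250 bp of a TSS. The highest score was shared by AT1G45160, AT1G45163 and the long non-coding RNA gene AT1G07293 on chromosome 1. All 10 A-ARR genes were targets in it, 7 of them within its top 5%.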

In order to better understand the 6-BA-dependent change of the core binding motif, we additionally analyzed the genome-wide binding profile of a truncated version of *ARR1* (*ARR1∆DDK*). This *ARR1* version does not possess the receiver domain and represents a constitutive active form of ARR1^15,18^. 

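At the 1000 strongest ARR1∆DDK summits, 87.4% of the windows held AGATHY and 62.4% of those beside them did, an odds ratio of 4.19 (3.40–5.15; two-sided Fisher's exact test, adjusted p = 2.89e-49 over the 10 lists). The highest 6-mers by log2 ratio were GGACCC (3.33), ACGCGC (3.18), CACGTG (3.18), GGGACC (3.16) and CGTGGC (3.06).

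**Figure D5:**
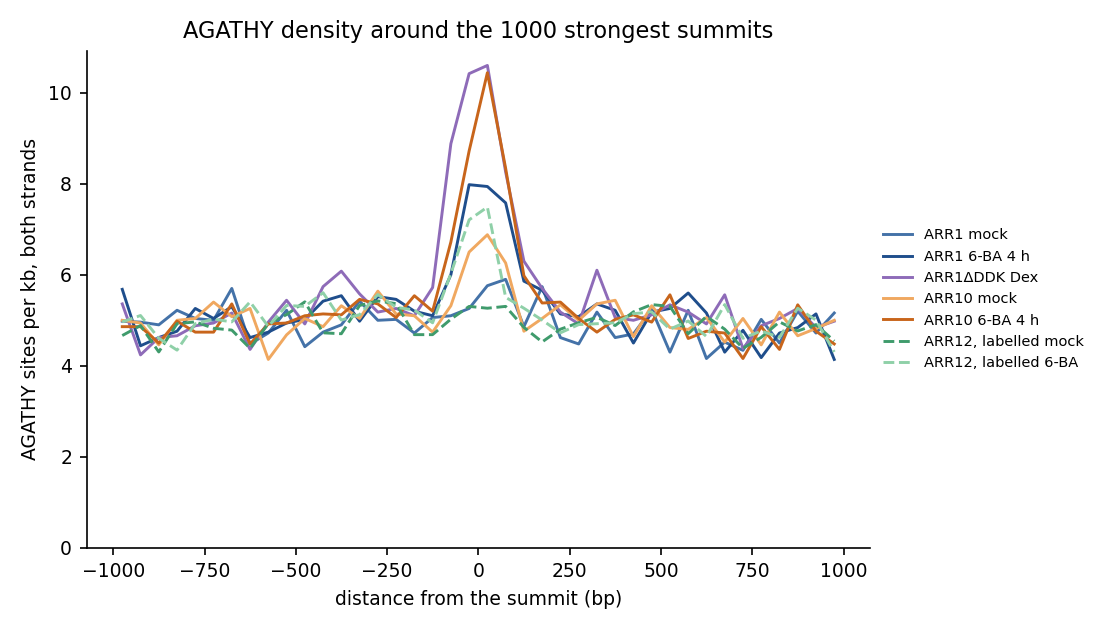
AGATHY sites per kb on both strands against distance from the summit (bp) at the 1000 strongest peaks of 7 lists. Density rose at the summit most in ARR1∆DDK and ARR10 after 6-BA and stayed flat in the list labelled ARR12 mock.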

ChIP-seq and MEME analysis of ARR1∆DDK uncovered the B-ARR-6-BA motif as the primary binding motif (Fig. 5-*ARR1∆DDK* + Dex), indicating that cytokinin can directly affect B-ARR binding through the receiver domain. Although previous in vitro-derived B-ARR binding-motifs were identified by Weirauch et al.^53^, our study reveals that the subfamily-1 B-ARRs share a similar DNA-binding motif and provides direct in vivo evidence of the DNA-binding signatures of B-ARRs. The similarity between 6-BA-treatment-specific DNA binding signature of B-ARRs and that of the constitutive active ARR1∆DDK provides additional insight into the in planta mechanism by which cytokinin modulates TF function. 

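The odds ratio of AGATHY in ARR1∆DDK was 2.18 times (1.66–2.85) that in ARR1_BA, and GGATHY had an odds ratio of 2.49 in ARR1∆DDK and 1.34 in ARR1_BA. With 1 list each, the interval on this factor covers the counting of windows only. From the motif of the truncated protein, which lacks the receiver domain, the paper proposes that cytokinin can act on B-ARR binding through that domain.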

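In promoters from 1500 bp upstream to 100 bp downstream of the TSS, 6627 of 6629 ARR1_BA targets (99.97%) had at least 1 AGATHY on either strand, against 31219 of 31270 other genes (99.84%; odds ratio 5.41, two-sided Fisher's exact test, p = 0.00565). By the same Fisher's exact test the odds ratio was 4.54 (p = 0.00367) for ARR10_BA targets and 1.73 (p = 0.402) for ARR1∆DDK targets. The median number of sites was 8 in targets and 7 in other genes. For ARR1_BA targets, a promoter from −500 to +100 bp moved the odds ratio most, to 1.13 (two-sided Fisher's exact test, p = 0.0286). It held the motif in 93.4% of targets and 92.6% of other genes. For ARR1∆DDK the same promoter held it in 4417 of 4687 targets and 30731 of 33212 other genes. That gave an odds ratio of 1.32 (two-sided Fisher's exact test, p = 1.67e-05). With protein-coding genes only and the longer promoter, the ARR1∆DDK odds ratio was 1.17. Nearly every longer promoter held the motif, so the ARR1∆DDK result there does not exclude a difference.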

The B-ARR-6-BA motif was enriched in the promoter regions (−1.5 k to + 100 bps surrounding the TSS of 83% (3334/4012) of ARR1 bound genes compared to the whole genome background (Fisher’s Exact Test, *p* < 0.001, Supplementary Fig. 3e). In the Zubo et al. study, 85% (687/804) of the ARR10 “regulated target” genes also showed enrichment of the B-ARR-6-BA motif (Fisher’s Exact Test, *p* < 0.001, Supplementary Fig. 3e). 

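Across the genome 37846 of 37899 promoters (99.86%) held AGATHY, and 17.5% of those genes were ARR1_BA targets. The narrower AGATHT was in 37383 promoters, and gave an odds ratio of 1.59 for ARR1_BA targets (two-sided Fisher's exact test, p = 0.000448). For ARR1∆DDK it was in 4640 of 4687 targets and 32743 of 33212 other genes. That gave an odds ratio of 1.41 (two-sided Fisher's exact test, p = 0.0220).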

While the B-ARR-6-BA motif is commonly present in 25,188 (75%) of all promoters in the Arabidopsis genome, only 3334 (13%) of these were bound by ARR1, suggesting that the motif is not sufficient to mediate the transcriptional response to cytokinin. In addition, we compared the ratio of TF binding sites identified in the 5′ and the 3′ (Supplementary Data 8). In the top 5% target genes examined, there was a 2-fold enrichment of (5′/3′) which dropped to 1.8-fold in the top 10% target genes and 1.7-fold for binding sites relative to all genes. 

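Each pair of a summit and a gene within 1.5 kb was counted, so a summit could be upstream of a gene and downstream of its neighbour. The top 5% of ARR1_BA targets had 165 pairs with the summit upstream and 139 downstream, a ratio of 1.19 (0.947–1.49). The ratio was 1.26 (1.07–1.48; 329 and 262) in the top 10% and 1.22 (1.16–1.29; 2974 and 2438) over all targets, with 1918 more pairs inside genes. The intervals treat the pairs as independent, which they are not. Counting only the gene nearest to each summit, an alternative chosen after seeing the values, moved the ratios most, to 1.93, 2.10 and 1.84.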

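At ARR1 (AT3G16857, chromosome 3, 5755714–5759443, + strand) the summit lay 315 bp upstream of the TSS in ARR1_BA and 206 bp upstream in ARR10_BA, within the wide stretch that lists of these lines cover. At ARR12 (AT2G25180, chromosome 2, 10724301–10727272, − strand) it lay inside the gene, 295 and 250 bp from the TSS. At ARR18 (AT5G58080, chromosome 5, 23501605–23504169, − strand) it lay downstream in ARR1_BA. In ARR1_BA3d the summit at ARR14 (AT2G01760, chromosome 2, 332902–334760, + strand) lay upstream of the TSS, where it has the lowest score of the 5 genes.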

There was also preferential binding at 5′ regions of the B-ARRs, which was consistent with the binding profile of other cytokinin regulated genes (Supplementary Data 9). These finding reveal that the top-ranking target genes have slightly preferable binding at their 5′ as opposed to 3′ but there are many ChIP-seq peaks (potential regulatory elements) present at gene 3′ ends as well.

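In the top 50% of ARR1_BA targets the ratio of upstream to downstream pairs of summit and gene was 1.25, and 1.87 for the nearest gene only. From its own ratios the paper concludes that top-ranking targets are bound somewhat more at the 5′ than at the 3′ end.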

**Fig. 5:**
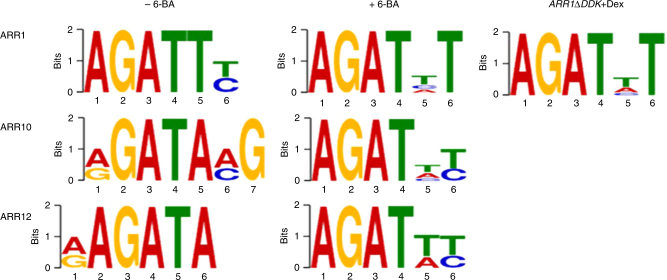
Identification of the 6-BA dependent B-ARR binding motif. Similar DNA binding motifs of B-ARRs become nearly identical (B-ARR-6-BA motif) in response to increased cytokinin treatment (6-BA). AGAT is the core binding-motifs of B-ARRs and AGATHY, H(a/t/c), Y(t/c) are the B-ARR-6-BA motifs after cytokinin treatment. −6-BA: DMSO, +6-BA: 10 µM 6-BA. Inducible *ARR1∆DDK* was treated using 10 µM dexamethasone (*ARR1∆DDK* + Dex)

### B-ARRs target to WUS in stem cell maintenance

Cytokinin is a central player in shoot apical meristem initiation and maintenance^22,23^. The fact that the *arr1/10/12* triple mutant produces a smaller size shoot apical meristem also implies that the cytokinin transcriptional responses are important for stem cell maintenance^8^. It is possible that cytokinin signaling directly targets either *WUS* or *CLV3*, genes that control the meristem size, the *WUS-CLV3* loop^54,55^. 

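WUS (AT2G17950) lies on chromosome 2 at 7808871–7810811 on the − strand. It was a target in ARR1_BA at rank 6177 of 6629, in ARR10_BA at 5952 of 8106 and in the list labelled ARR12 mock at 7509 of 8008. In the union of the 4-h lists by the labels it was at rank 6685 of 9118. The number of lists with WUS as a target moved most at a minimum score of 30, from 5 to 2.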

Interestingly the *WUS* gene which plays an important role in shoot apical meristem maintenance, a cytokinin-dependent process^22,55^, was a consistent low-ranking target of B-ARRs. We further explored dynamic binding of B-ARRs at the promoter of *WUS* and identified the B-ARR binding site within the promoter of *WUS*. 

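In ARR1_BA the WUS peak spanned 7811064–7811390 with its summit at 7811239, 428 bp upstream of the TSS. The peaks of ARR1_BA3d (7810499–7811793), ARR10_BA (7810462–7811478) and the list labelled ARR12 mock (7811012–7811468) overlapped it.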

After 4 h of cytokinin treatment, clear binding of ARR1 at the *WUS* promoter could be observed which became even more apparent in the 3-day hormone treatment samples (Fig. 3e). Thus, *WUS* is likely a, cytokinin-dependent, target of ARR1 (Fig. 3e). Similarly, cytokinin-induced binding at the promoter of *WUS* was also found for ARR12, showing a significant increase with hormone treatment and ARR10 targeting the promoter of *WUS* at both mock and cytokinin treatment conditions, although with less binding (Fig. 3e).

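ARR1_m had no peak at WUS, and neither did ARR1∆DDK. The ARR1∆DDK list ends at a score of 31.21, so a peak with the score found in ARR1_BA could not appear in it. Its lack of a peak therefore does not exclude binding at WUS. The ARR1_BA peak had a score of 16.72 and was 4243rd of 7846 peaks, within the top 54.1%. The ARR1_BA3d peak had 72.69 and was 888th of 10904, within the top 8.14%.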

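Among the targets of ARR1_BA3d, WUS ranked 1421 of 12993. From ARR1 binding at the WUS promoter after 4 h and its rise by 3 days, the paper proposes that WUS is a cytokinin-dependent target of ARR1.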

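The list labelled ARR12 mock had a peak at WUS with a score of 16.14 (5014th of 6005 peaks, top 83.5%), and the list labelled ARR12 6-BA had none. After exchange of the lists the peak belongs to 6-BA. ARR10_m had 7.51, below the cutoff (10293rd of 11499, top 89.5%), and ARR10_BA 21.25 (4253rd of 8680, top 49.0%).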

Two lines of evidence point to *WUS* as a candidate target of cytokinin TFs, such as the B-ARRs. First, cytokinin signaling revealed by two component sensor (TCS) is higher in *WUS* domain than any of the other domains in shoot apical meristem^56^. Second, cytokinin induces expression of a *WUS* transcriptional reporter gene^22^. 

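In mock seedlings the WUS gene (AT2G17950, chromosome 2) was without a peak in the ARR1 list and was not a target in the ARR10 list at a minimum score of 16. By the labels it was a target in the ARR12 mock list, with a score of 16.14, and with the lists exchanged it had no peak in that list. With every deposited peak it was a target in 6 lists, ARR10_m being the list added.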

Interestingly, as mentioned above *WUS* consistently appears as a low-ranking target gene in ChIP-seq analyses for each of the tested B-ARRs in plants not exposed to exogenous cytokinin. One possibility is that binding of B-ARRs to the promoter of *WUS* requires an elevated level of cytokinin. When plants were grown with cytokinin, we identified a single binding site in the *WUS* promoter with the B-ARR-6-BA motif (AGATAT) located at the peak summit (Fig. 6a) along with increased binding (Fig. 6b black bar). These findings are consistent with a previous report that activation of transcriptional reporter *pWUS:GFPer* in the shoot apical meristem requires high (1 mM) concentrations of cytokinin^22^. 

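AGATAT lay on the − strand at 7811205–7811210 of chromosome 2, 394 bp upstream of the WUS TSS. It was 21 bp from the ARR10_BA summit, 31 bp from the ARR1_BA summit and 50 bp from the ARR1_BA3d summit. The ARR10_BA peak held 4 AGATHY sites.

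**Figure D6:**
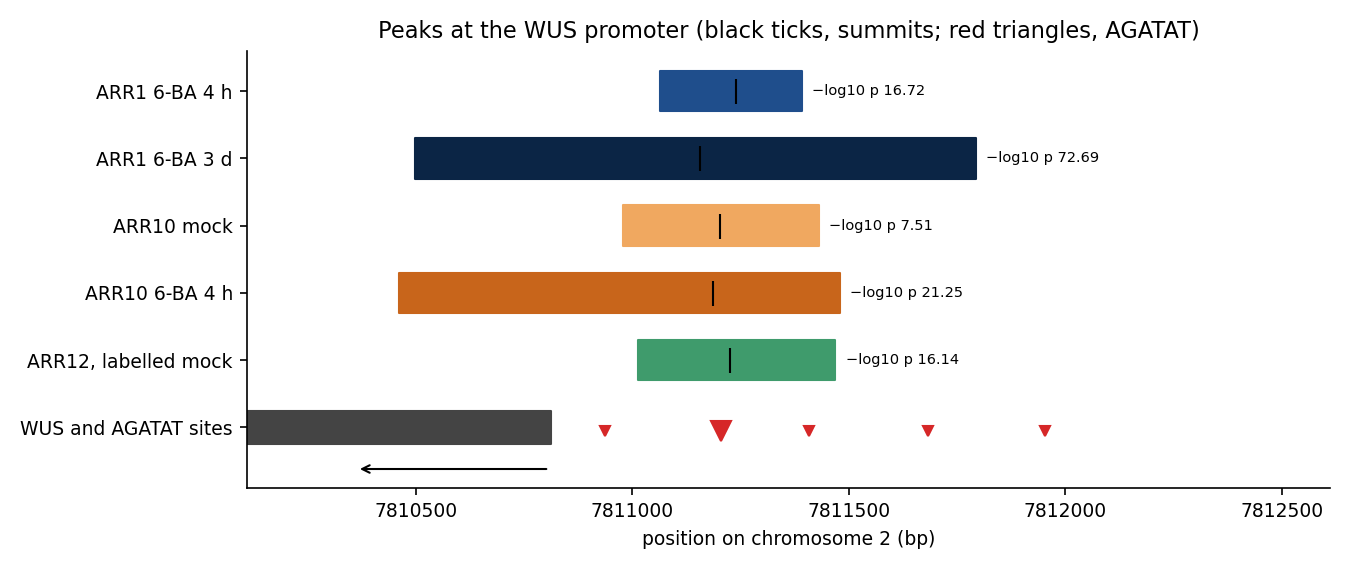
Peaks at the WUS promoter in 5 of the ARR1, ARR10 and ARR12 lists (position on chromosome 2 in bp), with ticks at summits and red triangles at AGATAT. Summits of the lists lay near the AGATAT 394 bp upstream of the TSS.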

Since a high concentration of cytokinin was required to activate *WUS*, the effect had been previously thought to be indirect. However, our results demonstrate the presence of a B-ARR-6-BA motif in the *WUS* promoter, implying that *WUS* may be an in vivo target of B-ARRs. 

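The 1500 bp upstream of WUS held 11 AGATHY sites, 5 of them AGATAT. Besides the site near the summits, AGATAT lay 127, 598, 871 and 1143 bp upstream of the TSS.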

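On the strand of WUS (AT2G17950), the sequence from 7811185 to 7811230 of chromosome 2 read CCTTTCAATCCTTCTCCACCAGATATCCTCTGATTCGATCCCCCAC, with AGATAT at its centre.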

Interestingly, the B-ARR-6-BA motif is adjacent to HD-ZIP response elements, suggesting possible interactions with other TFs that may be required for stem cell maintenance in the shoot apical meristem (Fig. 6a). Indeed, recent reports provide evidence for the interaction between B-ARR and HD-ZIP^21,57–59^.

**Fig. 6:**
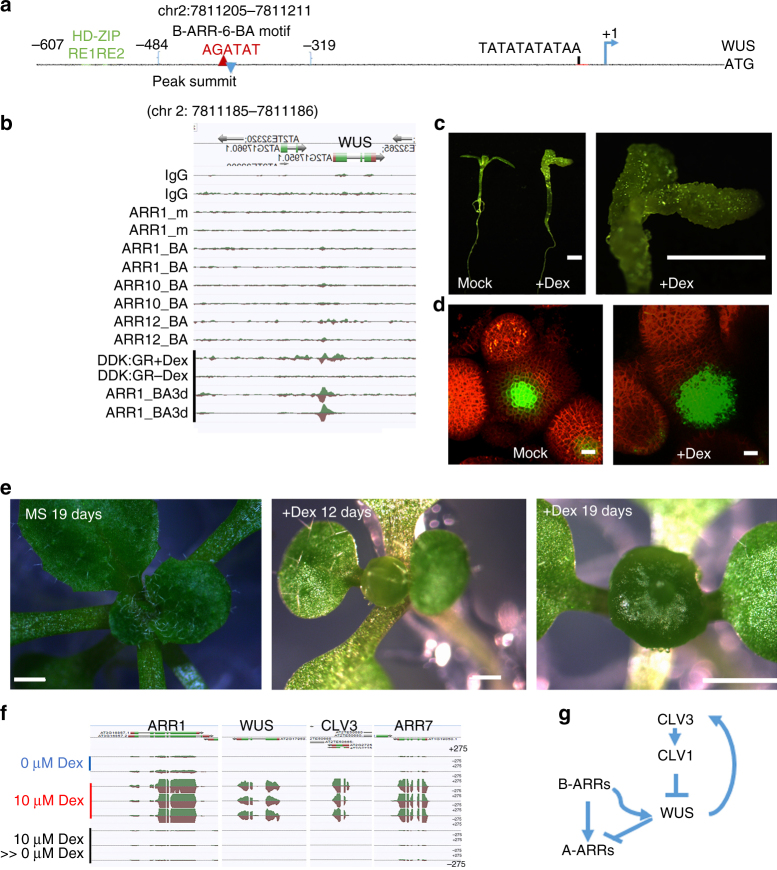
Cytokinin dependent B-ARRs targeting of the *WUS* promoter. **a** The location of the AGATAT B-ARR-6-BA motif relative to the *WUS* gene’s TSS. The number (7811185) of the peak summit is the genomic position on the second chromosome. **b** An AnnoJ snapshot showing B-ARRs binding to *WUS* promoter requires a high concentration of cytokinin. *Y*-axis heights are scaled to same value. Black bar indicates plants grown on plates with 10 µM 6-BA for 3 days (BA3d) or *ARR1ΔDDK::GR* plants treated with 10 µM Dex. **c**, **d** Phenotypes of *p35S::ARR1ΔDDK::GR*. **c** Phenotypes of 11 days old transgenic plants without Dex (Mock), with Dex (+Dex), and at higher magnification (+Dex). Scale bar = 1 mm. **d** 3D-reconstructed views of shoot apical meristems (SAMs) showing *pCLV3::mGFP5-ER* (CZ/stem cell reporter; green) and *35S::YFP29-1* (plasma membrane-localized YFP marks the outlines of all cells, red). SAM of mock-treated plants 4 days after treatment (Mock) and SAM of Dex-treated plants 4 days after treatment (+Dex). Scale bar = 10 µM. **e** Enlarged shoot apical meristem (“ball” of SAM)) by the inducible expression of the constitutive active form *ARR1* (*ARR1∆DDK:GR*) in stem cell domain (*CLV3* domain). Scale bar = 1 mm. The transgenic plants without Dex induction as a control after growth on MS for 19 days (MS 19 days). “Ball” of SAM after growth on 10 µM Dex plate for 12 days (+Dex 12 days). “Ball” of SAM after growth on 10 µM Dex plate for 19 days (+Dex 19 days). **f** RNA-seq reads tracks of the “ball” of SAM system demonstrating the expression of *ARR1, ARR7*, *WUS*, and *CLV3*. Transgenic plants grown on MS for 19 days (0 µM Dex), on 10 µM Dex plate for 19 days (10 µM Dex) and grown on 10 µM Dex plate for 12 days then transferred to MS for 7 days (10 µM Dex > 0 µM Dex). All tracks have the same scaling of *y*-axes (+275/−275). **g** A sketch showing the interface between the cytokinin response and the *CLV3-WUS* circuit

To understand the functional significance of B-ARRs-mediated TF binding and increased *WUS* gene expression, a constitutively active form of *ARR1* was introduced into plants using a Dex inducible system^60^. Deletion of the signal receiver domain *(∆DDK) of ARR1* (a *B-ARR*) has been shown to constitutively activate cytokinin signaling by unmasking the transactivation function of ARR1^15^. The *ARR1* deletion construct was fused to the glucocorticoid-inducible artificial transcription factor (GR) and expressed from the cauliflower mosaic virus (*CaMV*) *35S* coat protein gene promoter to generate dexamethasone (Dex) inducible *35S:ARR1∆DDK:GR*^15^. In the absence of dexamethasone (Dex), transgenic plants carrying the *35S:ARR1∆DDK:GR* construct were phenotypically normal (Fig. 6c, Mock). Upon dexamethasone induction, these plants displayed a phenotype similar to tissue explants propagated on cytokinin culture medium (Fig. 6c, +Dex). If B-ARR binding at the B-ARR-6-BA motif in the promoter of *WUS* activates *WUS* transcription, then, based on current knowledge of this pathway, transcriptional activation of *CLV3* is subsequently expected^54,55^. To test this model, the *35S:ARR1∆DDK:GR* construct was introduced into plants carrying, *pCLV3:mGFP5-ER* (*CLV3* promoter driving the expression of endoplasmic reticulum-localized green fluorescent protein), a fluorescent reporter for stem-cells and *35S::YFP29-1* (ubiquitous promoter driving the plasma membrane-localized yellow fluorescent protein) and marker for cell boundaries which allows visualization of all SAM cells. We observed that constitutive activation of cytokinin signaling led to expansion of stem-cell domain marked by the *pCLV3* reporter upon induction of *ARR1∆DDK:GR* (Fig. 6d). An alternative explanation for the activation of the *pCLV3* reporter would be due to increased transcription of *A-ARRs* by the *35S:ARR1∆DDK* as a previous study reported the requirement of *ARR7* and *ARR15* to maintain *CLV3* expression^23^. However, the size of shoot apical meristem in *35S:ARR1∆DDK:GR* system did not increase. We then tested the effect of expression of *ARR1∆DDK* under control of the *pCLV3* promoter using *pCLV3:LhG4/pMX6xOPs:ARR1∆DDK:GR*, a two-component inducible system. An enlarged shoot apical meristem (“ball” of SAM) was observed. When expression of the transgene was induced by Dex treatment, all ten characterized lines harboring both *pCLV3:LhG4* and *pMX6xOPs:ARR1∆DDK:GR* showed similar phenotypes at the seedling stage (Fig. 6e, +Dex 12 days and + Dex 19 days). Plants were first grown on MS plates and then transferred to 10 µM Dex plate for induction, phenotypes observed in adult transgenic plants included a “ball’ of the primary SAM (Supplementary Fig. 7a), indeterminate floral meristem (Supplementary Fig. 7a), and a “ball” of the lateral SAM (Supplementary Fig. 7a, “Ball” of Lateral SAM). The observed “ball” of the SAM phenotype is reminiscent of the “dome” shape of SAM in transgenic plants observed when *WUS* is expressed under the control of the *pCLV3* promoter^61^. The expression of *WUS* in *pCLV3*:LhG4/pMX6xOPs inducible system was also reported to have an enlarged shoot apical meristem^62^. Transgenic plants germinated on MS plates and then transferred to 10 µM Dex plates, both *pCLV3:LhG4/pMX6xOPs:WUS:GR* and *pCLV3:LhG4/pMX6xOPs:ARR1∆DDK:GR* also showed a similar “ball” of SAM phenotype (Supplementary Fig. 7b). RNA-seq of “ball” cells isolated from the SAM clearly showed *ARR1∆DDK* was over-expressed compared to the full length of *ARR1* (Fig. 6f). Moreover, transcriptional activation of both *WUS, and CLV3* was observed (Fig. 6f) although *CLV3* was not found to be a target of any of the tested B-ARRs. These results are consistent with the hypothesis that B-ARRs activate *WUS* expression, which in turn activates *CLV3*. Therefore, our results provided a link between the cytokinin transcriptional response and the *WUS-CLV3* circuit in the shoot apical meristem (Fig. 6g).

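CLV3 (AT2G27250, chromosome 2, 11664978–11665797, − strand) was not a target in any mock or 4-h list. In ARR1_BA3d a peak with a score of 18.39 lay 1069 bp upstream of its TSS, at rank 11562 of 12993 targets. In ARR1∆DDK a peak with 70.87 lay 1067 bp upstream, at rank 1218 of 4687. With summits required within 1 kb of the gene, CLV3 was a target in no list.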

## Discussion

In this study, we employed recombineering to engineer a Ypet-tag onto three B-ARRs, ARR1, ARR10, and ARR12. This system enabled monitoring of endogenous expression and protein localization patterns for three B-ARR TFs. It also allows real time visualization of the cytokinin primary TFs which was previously only done by a GUS fusion. The recombineered B-ARRs were also used for ChIP-seq experiments, allowing the identification of in vivo binding sites and putative target genes. Comparison of binding profiles from both endogenous and elevated cytokinin conditions showed marked differences in both motif sequence and target gene number. Based on these dosage experiments, there may be as many as 10,000 cytokinin response genes in the *B-ARR* network. Thus, a limiting factor might be the amount of endogenous cytokinin to modify B-ARRs.

The genome-wide identification of the targets of B-ARRs provides a new resource to understand how cytokinin may regulate diverse plant growth and developmental processes, as well as respond to stresses in conjunction with other phytohormones at different regulatory layers, such as biosynthesis, transportation, perception, or signal transduction. The tissue/cell expression patterns of *ARR1*, *ARR10*, and *ARR12* are quite similar^29^. Similarly, in vivo ChIP-seq targets for the three B-ARRs also resemble one another. When cytokinin levels are elevated, B-ARRs target many plant hormone negative regulators, such as *A-ARRs*^63^, *Aux/IAAs*^64^, and *EBFs*^47^. Targeting of multiple negative regulators in multiple hormone pathways might provide a quick and effective avenue to abate this hormone imbalance ensuring quick re-equilibration of responses. Additionally, a recent ChIP-seq study using tagged, over-expressed *ARR10* identified a set of ARR10-bound cytokinin responsive genes^21^. Since over-expression of *ARR10* was able to rescue *arr1/10/12* triple mutants^21^, it is not surprising that the list of targets (81.5% or 3265 out of 4004 genes) shows a statistically significant overlap with the targets that we identified using recombineered ARR genes (Supplementary Fig. 3b, Fisher’s exact test, *p* < 0.001). The ARR10 over-expressing ChIP-Seq results shared 2783 gene targets with our ARR10_BA and had 1221 unique targets not identified by ARR10_BA. Interestingly, the 2783 overlapping target genes found by both studies had higher peak scores than unique target genes (Supplementary Fig. 8a), suggesting that these are high confidence ARR target genes. However, expression of the native level of the *ARRs* using recombineered genes may allow the identification of more authentic, cytokinin-response relevant target genes. In this regard, dataset 1 of Zubo et al. contained 1221 additional targets that did not show enrichment for any meaningful GO terms while 3489 targets unique to the recombineering ARR10 ChIP-seq data showed significant enrichment for plant hormone GO terms (Supplementary Fig. 3b). Moreover, over-expression of ARR10 identified known target gene for other B-ARRs (Supplementary Fig. 3b and 3d; Fig. 8b). However, the number of unique targets dropped to 739 when we compared these binding sites to ChIP-seq results for other B-ARR 6-BA treated tissues (Supplementary Fig. 3b, 3d). Moreover, the 482 targets shared between other recombineered B-ARRs and ARR10 over-expressing line had lower peak scores compared to the 2783 shared ARR10 target genes between our study and Zubo et al. (Supplementary Fig. 8b), suggesting potential off-target binding in ChIP-seq experiments using ARR10 over-expressing plants. Combined, these studies provide biochemical evidence confirming genetic redundancy among B-ARR factors (Supplementary Fig. 3d). Interestingly we also uncovered a change of the B-ARR binding motif upon cytokinin treatment which was likely missed in earlier studies since this observation requires comparing B-ARRs at both endogenous conditions and cytokinin treatment (Fig. 5). Finally, gene targets identified by over-expression of ARR10 by Zubo et al^21^. identified a number of the top-ranking B-ARR targets in our study (Supplementary Data 10). Thus, our findings provide unique information not available in previous studies, providing novel insight about full response of the plants to cytokinin.

Although several types of in vitro experiments identified potential DNA binding motifs for B-ARRs, the in vivo binding sites identified here provided a unique opportunity to further analyze DNA binding events. Cytokinin promoted B-ARR motif switching, from a more degenerated motif to a canonical B-ARR-6-BA motif (AGATHY). B-ARRs are not regulated at transcriptional level by cytokinin but are post-transcriptionally modified^11,13^. One possibility is that without such modification B-ARRs only loosely bind their targets; further studies are necessary to explore the impact of phosphorylation on the motif site selection. ARR1 showed the highest cytokinin-dependent enrichment of binding to its targets. Without cytokinin treatment, only 2815 potential targets were identified but the number increased to 5128 after just four hours of cytokinin treatment, and it further increased to 10,340 targets when treated for 3 days. These targets could be further arranged in a hierarchical manner into early binding (targets found in both mock and 4-hour BA treatment as 1st), short BA treatment binding (targets found in both 4-hour and 3-day BA treatment as 2nd), and longer BA treatment binding (targets found only in 3-day BA treatment as 3^rd^) (Supplementary Fig. 3f). We speculate that longer cytokinin treatment may change chromatin structures such that more binding sites become available. Although the high dose and 3-day treatment may potentially result in false positives peaks, the high overlap between lower level hormone treatments and these high-dose experiments confirm the relevant cytokinin responsiveness. This cytokinin-dependent binding of ARR1 to its targets might be explained by hormone-dependent alteration in ARR1 protein stability. Alternatively, a high concentration of cytokinin may trigger the phosphorylation cascade resulting in activation of TF B-ARRs, and these phosphorylated B-ARRs may bind their targets more tightly than those lacking the modification. In this two-component multiple phosphorelay system, it is thought that phospho-activated B-ARRs change the conformation of their receiver domain^15,18^. The model asserts that B-ARRs constitutively occupy their binding sites, only becoming “active” upon phosphorylation^65^. Our time-series ChIP-seq analysis provides correlative evidence that cytokinin increases both binding of B-ARRs to their targets and the number of targets bound. However, this suggestion must be further addressed by complementary experiments, such as the reduction of endogenous cytokinin levels using a regulated expression of *CKX3*^66^ to examine the impact of endogenous cytokinin removal on the interaction between B-ARRs and their targeted promoters. Alternatively, using mutations at the conserved phosphorylation sites in B-ARRs may also help to test this model^67^.

Importantly, we identified a B-ARR binding site in the promoter of *WUS* gene, which encodes a homeodomain TF that was shown to repress a subset of A-ARRs^24,55^. *WUS* has been suggested to work in conjunction with the cytokinin pathway^22,24^ to establish a stem cell niche ensuring early embryogenesis and later for maintenance of the shoot apical meristem^55^. The study using the new reporter revealed that the *WUS* expression domain overlaps with SAM regions where cytokinin activity is the highest^68^. Similarly, the *pWUS::GFP-er* reporter can be activated in SAM by cytokinin but only at a high concentration of cytokinin. However, subsequent (expected) activation of a *pCLV3::GFP-er* reporter was not observed^22^. A previous explanation of why *WUS* does not robustly respond to low cytokinin levels was that the expression of *WUS* was only in the a specific (*WUS*) subdomain of the SAM and that the cytokinin was not accessible to the *WUS* domain. Our results indicate that most of the potential binding motifs of B-ARRs in the promoter region of *WUS* were unoccupied. However, we identified one B-ARR-6-BA motif, located precisely at the peak summit of the conservative narrow peak, in multiple B-ARRs data sets. 

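The distance from this AGATAT to the summit was also 5 bp in ARR10_m and 17 bp in the list labelled ARR12 mock.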

The identification of a strong in vivo B-ARR DNA binding site within the promoter of *WUS* that requires a high level of cytokinin, provides new direct evidence for this association. In addition, the B-ARR-6-BA motif (−420bp) was found to be within 57 bps as two HD ZIP response elements (−540 to −565) that were previously identified as *WUS* regulatory sites^69^. It is possible that the coordination or competition among these TFs is a feature of *WUS* regulation, which is itself controlled by a *WUS-CLV3* negative feedback loop, keeping the meristem size constant in each species. Moreover, the activation of *WUS* by B-ARRs downstream of cytokinin signaling should also be tightly attenuated in the shoot apical meristem. When a constitutive active form of *ARR1* was introduced, removing the possibility of feedback inhibition, the activation of *WUS* led to an expansion of stem cell domain. Interestingly, ectopic expression of *ARR1∆DDK* did not lead to an enlarged SAM, indicating the possible presence of an unknown inhibition mechanism from other domains within the SAM. Expression of *ARR1∆DDK*, under the control of *pCLV3* promoter, resulted in an enlarged shoot apical meristem (“ball” of SAM). This phenotype may result from activation of *WUS* by B-ARRs in the stem cell that cannot be dampened. Since *type-A ARRs* were highly activated by B-ARRs, increasing the level of *type-A ARRs* may cause increased expression of *CLV3* as *ARR7* and *ARR15* are required for the expression of *CLV3*^23^. However, as negative regulators, the inhibition mechanism of *type-A ARRs* to cytokinin signaling remains unknown^11^. Similarly, the activation mechanism of *type-A ARRs* leading to *CLV3* expression is also not clear. If *CLV3* is the solely interface between B-ARR and A-ARRs leading to activate of *CLV3*, then transcription of *WUS* would be expected to shut down.

The “ball” of the SAM phenotype and high levels of both *WUS* and *CLV3* expression observed in *pCLV3:ARR1∆DDK* system suggests that B-ARRs activate the transcription of *WUS*, then activate *CLV3* leading to expand the shoot apical meristem, resulting in the “ball “of SAM. Previous reports of *pCLV3:WUS* expression resulted in similar phenotypes, further providing functional relevance to our model^61,62^. This result is also consistent with the idea that multiple feedback loops exist in the shoot apical meristem to adjust its size^22^. The introduction of a mutation in the B-ARR binding site in the promoter of *WUS* would test the idea that *WUS* is, at least in part, under direct transcriptional control of B-ARRs. Taken together, these findings provide new insights to the role of the cytokinin transcriptional responses in stem cell maintenance.

## Methods

### Plant growth conditions

Three-days-old seedling tissue was collected for these experiments unless otherwise noted. Seeds were surface-sterilized and sown on agar plates (1.8%) containing Murashige and Skoog salts (pH 5.7) and 1% sucrose. Seedlings were grown vertically for 3 days at 22 °C under long day condition using a 16-h light/8-h dark cycle. The seedling was subsequently treated with liquid Murashige and Skoog medium (MS) pH 5.7 with 0.08% Silwet 77 containing 10 µM 6-BA (in DMSO) or mock treated with an equivalent volume of DMSO. The three-days continuous hormone treatment was orchestrated by germinating the tagged lines on MS with 10 µM 6-BA or MS with the same amount of DMSO as mock. 10 µM 6-BA was chosen based on the range from 1 µM to 20 µM cytokinin treatment^20^.

### Gene constructs and generation of tagged B-ARRs

Based on recombineering techniques^28^, a Ypet (yellow fluorescent protein) tag was recombineered into a transformable bacteria clone (TAC) clone such that the B-ARR gene was located at the center of the large insert clone. We employed the two-step recombineering method using the Flapase–Fret system. Positive Ypet clones were obtained first by selection against ampicillin as the insert contained an ampicillin resistant gene. This ampicillin marker was later removed. While the technique leaves a small scar between Ypet and the B-ARRs the method is easier than the GalK system^28^ and the scar serve as a linker between the tag and the B-ARRs. The Ypet gene was added at the C-terminus of each B-ARR gene of the whole B-ARR family but only ARRs 1, 10, 12, 11, 13, and 14 were successful. ARR1 was tagged using isoform ARR1.2 since the previous expression data indicated ARR1.2 as the major splice variant. The tagged TACs were sequenced to confirm sequence fidelity of the B-ARRs, the junction, and the fusion to Ypet within TAC. The tagged TAC clones were transformed into *GV3101* strains and transformed wild type *Columbia-0* plants using the flower dipping method^70^. After screening for Basta resistance, putative tagged lines were identified by PCR using forward recombineering test primer and reverse Ypet primers. The PCR products were gel-purified and sequenced to confirm the in planta tagging junction. The expression of the tagged B-ARRs (ARR1, ARR10, and ARR12) was then examined under Zeiss confocal microscopy 710 (Zeiss) using identical settings (6% laser power; master gain: ch1 910, ch2 248; digital gain 1, digital offset 0; pinhole 281 µM; filter ch1 521-546).

The active form of ARR1 was constructed using a deletion of the receiver domain of *ARR1* that was previously described^15,18^. The deletion called *ARR1∆DDK* was cloned into *pENTR D/TOPO* with *GR* fusion at the C-terminus and then the entire *ARR1∆DDK:GR* gene cassette was moved into the *pEG104* transformation vector to be in frame of a N-terminus *YFP*^71^. The *pENTR D/TOPO: ARR1∆DDK:GR* was cloned into *pMX6xOPs* vector and then the transgenic line was combined with the *pCLV3:LhG4* line to achieve stem cell-specific expression of *ARR1∆DDK*.

### Observation of phenotypes using the inducible system

The two-components inducible system was used^62^. The *pCLV3:LhG4* line was in *Landsberg erecta* (*Ler-0*) background. The *pMX6xOPs:ARR1∆DDK:GR* was transformed into Ler-0 background. The *pMX6xOPs:ARR1∆DDK:GR* lines were screened using gentamicin. Ten individual lines were used to cross with the *pCLV3:LhG4* line and were tested on MS medium with 10 µM Dexamethasone (Dex). MS medium with the same amount of ethanol was used as control. All ten lines showed the enlarged apical meristem phenotype. Initial observation of phenotypes was done by germinating seeds directly on Dex plates. The *pCLV3:LhG4/pMX6xOPs:WUS:GR* line was provided by Dr. Reddy’s lab and the same induction method was used.

### Chromatin preparation and immunoprecipitation

Seedlings were dried by paper towel and transferred in 1% formaldehyde solution. Cross-linking occurred under 5-10-5-min vacuum cycles with a quick vacuum release in between each cycle. A final concentration of 125 mM glycine was applied for 5 min to deactivate the remaining formaldehyde. Cross-linking resulted in translucent seedling tissue. Tissue was then liquid nitrogen cooled and either stored in −80 °C degree or directly ground and an extraction of chromatin was performed as previously described^36^. Chromatin immunoprecipitation (ChIP) was performed as previously described^36^ with modifications, including the use of Bioruptor sonicator (Diagenode, Belgium). Bioruptor settings used were: Low, 10 cycles of 25 s on, 120 s off. Sonication was performed in auto-cooling system with water bath at 4 °C. A small amount of chromatin (10 µl) was evaluated for shearing; the size range of chromatin was 150–450 bps, most fragments at 250 bps.

The commercial anti-GFP antibody (Thermo Fisher Scientific, A11111) was used for the immunoprecipitation reactions. Five microgram antibody and 50 µl of Dynabeads M-280 Sheep anti-Rabbit IgG (Thermo Fisher Scientific, catalog #11204D) were consumed for each reaction. The incubation was performed using previously described buffer^36^ at 4 °C overnight (16 h). The Dynabeads were washed using a low stringent wash buffer followed by a high stringent buffer^36^, a quick rinsing, and 5 min rotating at 4 °C. A final wash buffer was applied to clear the detergent from previous buffers followed by another 5 min rotating. During each wash, the tubes were quickly centrifuged before returning to the magnetic stand and trace amounts of buffer were removed to avoid non-specific binding carryover. The resulting ChIP DNA was collected in two elution buffers (100 µl each) at 65 °C and combined. The proteinase K digestion occurred at 55 °C. The reverse of cross-linking was done at 65 °C overnight (16 h). The ChIP DNA was then purified by extraction using phenol:chloroform:isoamyl alcohol (25:24:1) (Sigma, p3803) twice in a phase lock gel system before the ethanol precipitation step using glycogen for the pellet observation. The pellets were then washed with 70% cooled ethanol and dried in a speed-vac. The ChIP DNA was then dissolved in 50 µl water for subsequent library preparation.

### ChIP-seq library generation and sequencing

The single-end read libraries were prepared using the TruSeq ChIP kit from Illumina (catalog ID: IP-202-1024), with DNA size selection made with lab-made Serapure magnetic beads. Library concentration were assayed using the Qubit 2.0 Fluorometer (Thermo Fisher Scientific) and normalized to 1.7 Nano gram per microliter. Six multiplexed libraries were sequenced per lane on a HiSeq 2000.

### ChIP-seq data analysis

ChIP-seq data analyses were carried out using a suite of pipelines developed in our lab to run the alignment and analysis. Briefly, alignment was performed using Bowtie1 with parameters “ -m 1–best–strata -S–chunkmbs 200”^72^. MACS2 was used to call peaks compared to input using *q*_value_thresholds = 0.05, 0.01, 0.001. The aligned reads with at least two biological replicates were processed using the irreproducibility discovery rate (IDR)^73^. The *p*-value cutoff was 1e-16. Peaks were then annotated using ChIPpeakAnno package. In order for us to classify a peak as associating with a gene, the peak summit must have been within 1.5 kb upstream and downstream of the gene’s annotation. The gene length was normalized to 1 kb to describe average enrichment of peaks around gene body TSS. The B-ARR-6-BA motif matrix was used by Homer^74^ to identify the locations of the motif sequence on the whole genome. Promoter regions were defined as −1500 to +100 bps relative to the TSS. Gene ontology analysis was conducted using DAVID GO^37;^ the top 3000 genes ranked by IDR peak score of each experiment were evaluated for GO term overrepresentation (The *p*-values were corrected for multiple testing). Total 200 bps flanking the binding summits of 1000 top-ranking peaks for each experiment were also used for identification of each DNA binding motif using MEME-ChIP suite^75^. The list of genes associated with cytokinin pathway was downloaded from Gene Ontology Consortium (http://www.geneontology.org)^76^. The heatmap of the B-ARRs’ target genes was hierarchical clustered based on the Euclidean distances, calculated from the number of shared targets between each factor for different conditions. A directed network was constructed based on the relationship between TFs and their binding targets by igraph (http://igraph.org)^77^ with nodes representing either *type-A ARR* or TFs with significant transcriptional changes defined by the meta-analysis (Supplementary Data 5) and edges representing either ChIP-Seq binding of type-B ARR or DAP-Seq^33^ binding of TFs. The network was visualized in Cytoscape (v3.4.0)^78^. DAP-Seq data were downloaded from the website (http://neomorph.salk.edu/dap_web/pages/index.php) and only samples without “amp” label were used for this analysis^33^.

### RNA-seq and data analysis

To compare the *arr1/10/12* triple mutant with the wild type, three-days-old seedlings were collected without any treatment. For cytokinin treatment, 10 µM 6-BA or an equal volume of ethanol was applied to each sample. RNA was isolated using RNeasy plant kit (Qiagen, cat #74904) and libraries were prepared by NeoPre Library Prep System (Illumina). Alignments were done by Tophat 2(v2.0.8, using TAIR10, Bowtie 2, and default parameters)^79^ and differential expression was called by CuffDiff (Cufflinks v2.1.1, using TAIR10 and default parameters)^80^. The significantly differentially expressed genes used 1.6-fold change and *q*-value <= 0.05 as cutoff.

### Data availability

Raw and processed data can be found with GEO deposition accession number GSE94486. The authors declare that all other data supporting the findings of this study are available within the manuscript and its supplementary files or are available from the corresponding author upon request.

### Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

# Supplementary material for: A B-ARR-mediated cytokinin transcriptional network directs hormone cross-regulation and shoot development
**Source:** Nat Commun. 2018 Apr 23;9:1604. doi: 10.1038/s41467-018-03921-6
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Figures**

**Supplementary Fig. 1**

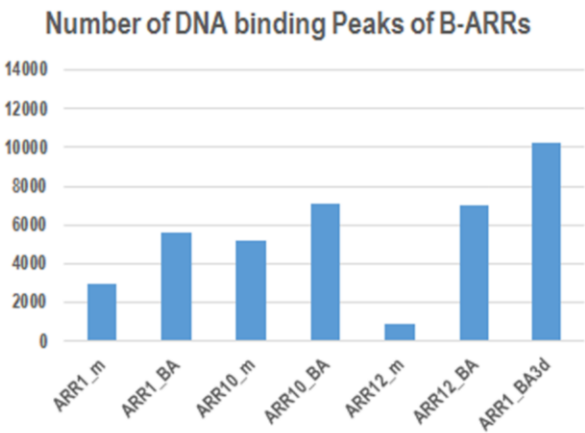

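At a minimum peak score of 30, 12 peaks remained in ARR1_m, 1704 in ARR1_BA, 4504 in ARR1_BA3d, 1143 in ARR10_m and 2548 in ARR10_BA. The lists labelled ARR12 mock and ARR12 6-BA kept 1813 and 53. Median peak width was 463 bp in ARR1_m, 980 in ARR1_BA, 986 in ARR1_BA3d, 908 in ARR10_m and 998 in ARR10_BA, and 907 and 611 in the lists labelled ARR12 mock and ARR12 6-BA. All peaks of ARR1_m together covered 1.73% of the genome, those of ARR1_BA 8.11% and those of ARR1_BA3d 11.8%.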

**Supplementary Fig. 1 B-ARRs DNA binding peaks** The number of conservative (narrow) binding sites bound by each B-ARR at endogenous level of cytokinin (m), treated with 10  $\mu$ M 6-BA for 4 hours (BA), and treated with 10  $\mu$ M 6-BA for 3 days (BA3d) under long day (16-hour light / 8-hour dark cycle) condition.

Supplementary Fig. 2

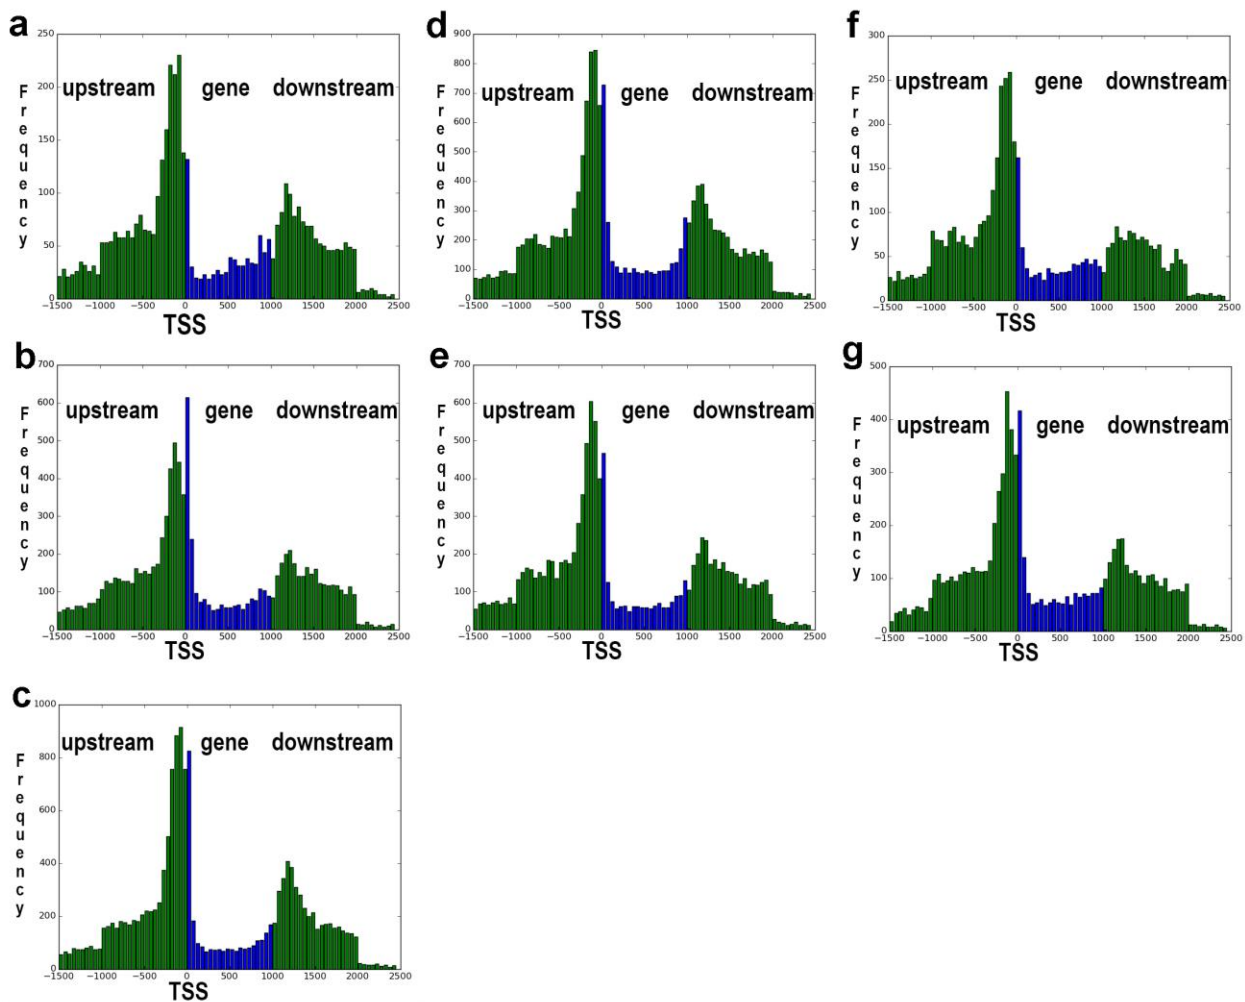

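In ARR1_m, 60 of 73 summits (82.2%, 71.9–89.3) lay inside genes and 4 lay in the 500 bp upstream. In the 500 bp upstream of the nearest gene, summits were 2.47 times as frequent as random positions in ARR1_BA3d and ARR10_BA. They were 2.25 times as frequent in the list labelled ARR12 mock.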

**Supplementary Fig. 2 Enrichment around TSS of ChIP-seq peaks** The x-axis positions indicate the base distances to the TSS (transcription start site) (TSS at 0). (a) ARR1\_m. (b) ARR1\_BA. (c) ARR1\_BA3d. (d) ARR10\_m. (e) ARR10\_BA. (f) ARR12\_m. (g) ARR12\_BA. (mock treatment [m], treatment with 10  $\mu$ M 6-BA for 4 hours [BA], or treatment for 3 days [BA3d]).

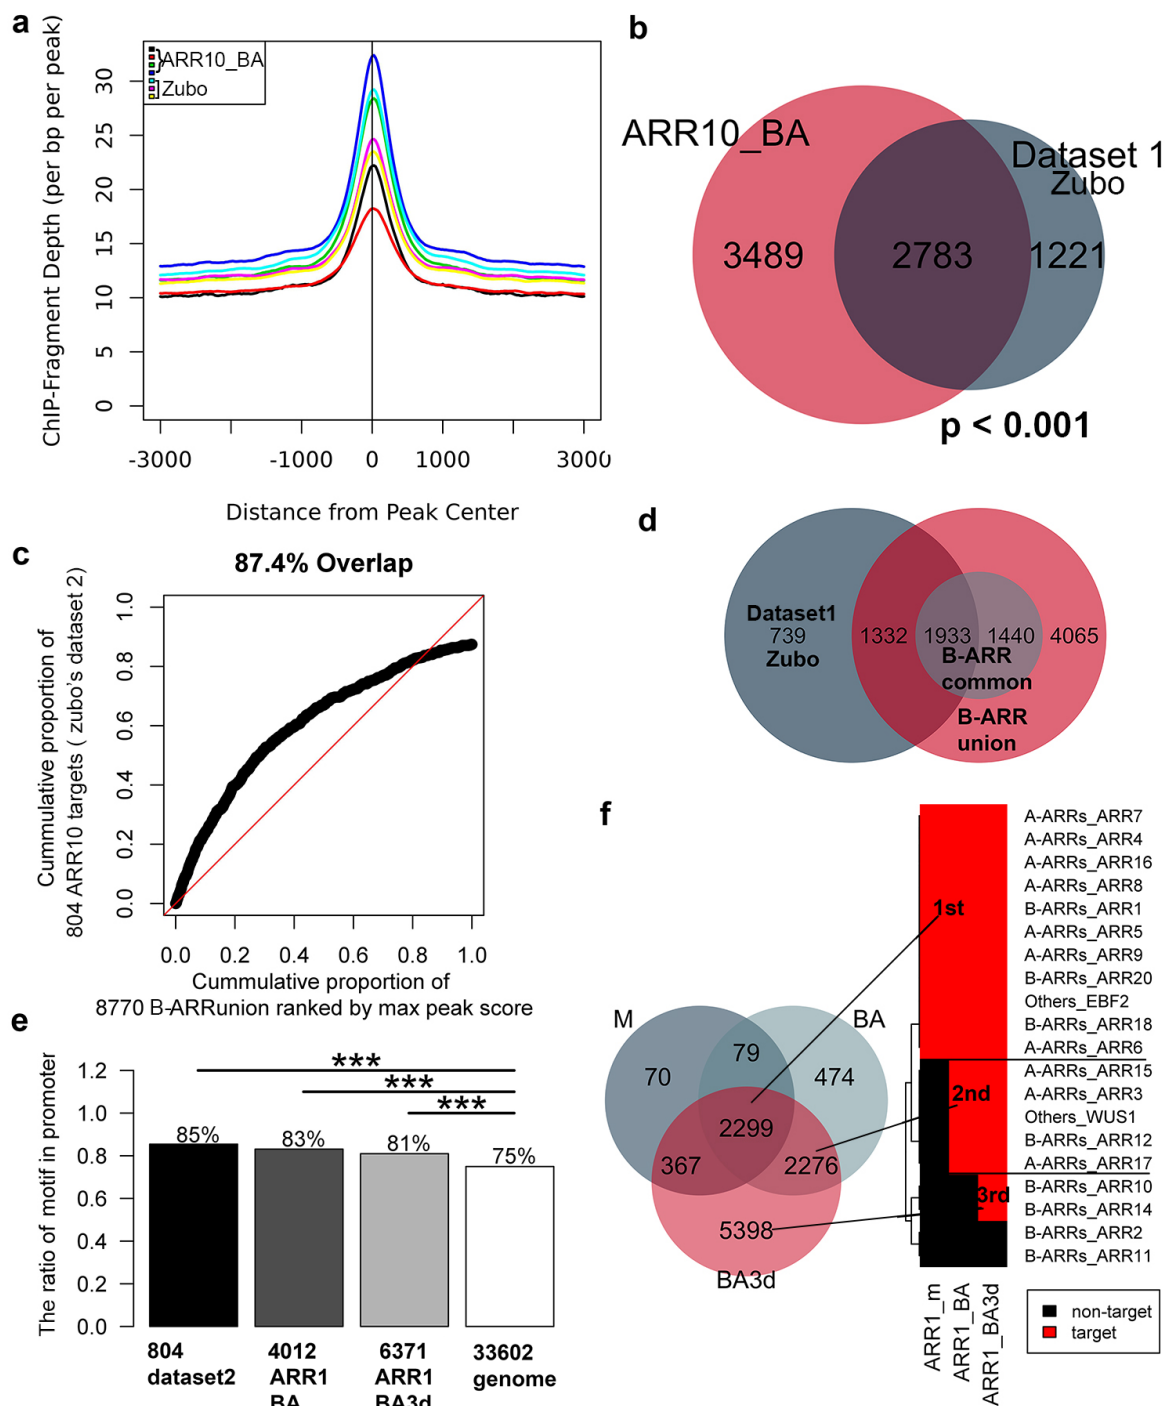

29

30 **Supplementary Fig. 3 Comparison between Zubo datasets and results in this study (a)**

31 Overall read density in the peak regions centered at the ARR10\_BA (ARR10 with 4-hour 6-BA

32 treatment) peaks, each color represented one biological replicate. (b) Venn diagram showing

33 significant overlap between Zubo's potential targets dataset 1 (ARR10 over-expression line) with

the candidate targets of ARR10\_BA in this study (Fisher's Exact Test,  $p$ -value  $< 0.001$ ). (c) A cumulative proportion plot showing 87.4% overlap between Zubo's dataset 2 (ARR10 over-expressing targets with transcriptional changes) and 8770 B-ARR union targets in this study, showing enriched overlapping B-ARR binding signals in gene targets with higher peak scores (steeper slope at the left). (d) Venn diagram showing relationship between Zubo's dataset 1 and B-ARR common and union targets. (e) The proportion of B-ARR-6-BA motif at promoters (-1.5 kb to +100 bp) of ARR1\_BA and ARR1\_BA3d targets compared to Zubo's ARR10 "true targets" (dataset 2) and Arabidopsis genome background (\*\*\*) indicating Fisher's Exact Test,  $p < 0.001$ ). (f) A Venn diagram showing the overlap of ARR1 binding to their targets at endogenous level (mock (m)), response to short (4 hours(BA)), and longer BA treatment (3 days(BA3d)) and a hierarchical ranking of these bindings.

#### Supplementary Fig. 4

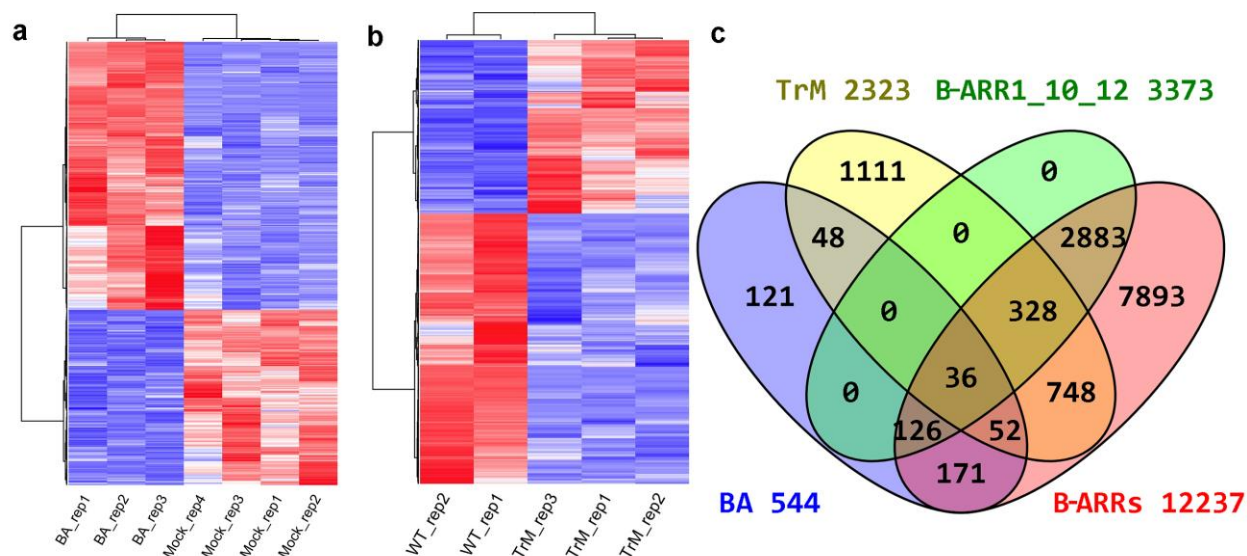

#### Supplementary Fig. 4 Gene expression by cytokinin treatment and in *arr1/10/12* mutants

(a) Heatmap of cytokinin response genes treated with 10 μM 6-BA for four hours. (b) Heatmap of differentially expressed genes in *arr1/10/12* triple mutants. (c) Venn diagram showing B-ARR targets were regulated either by 6-BA treatment (544 genes) or in *arr1/10/12* triple mutants (2323 genes). Candidate B-ARR targets in any condition (12237 genes that did not apply 1.5 kb cutoff). ARR1\_10\_12 common targets in BA treatment (3373 genes).

**Supplementary Fig. 5**

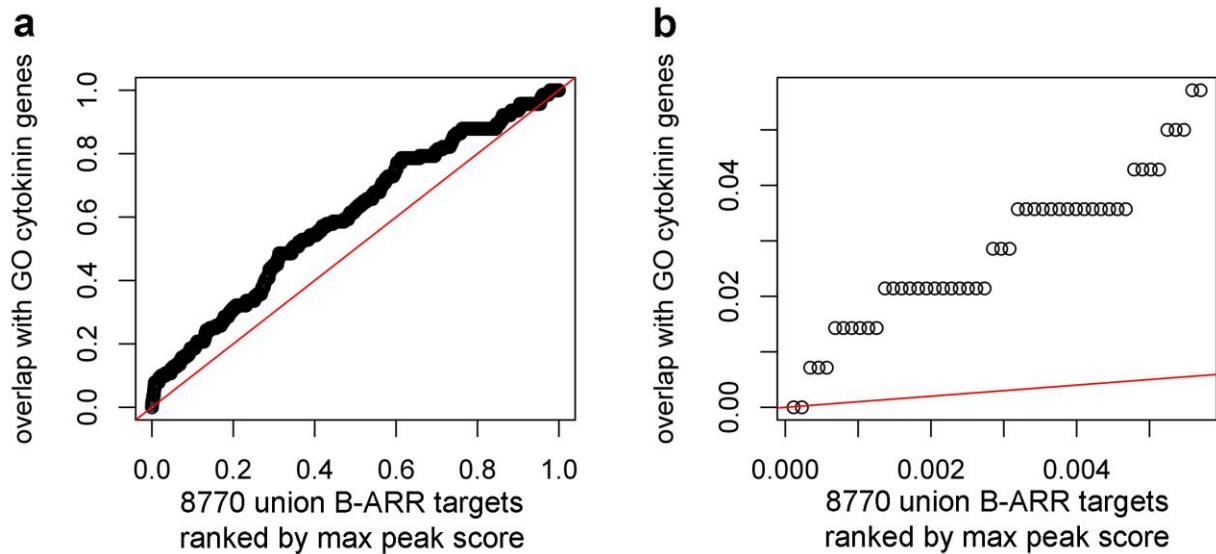

**Supplementary Fig. 5 Top-ranking B-ARR targets are related to cytokinin pathways** (a) A cumulative plot shows the overlap between GO cytokinin pathway genes and all 8770 union B-ARR targets ranked by the max peak score of three 6-BA treated B-ARRs. (b) Only top 50 genes ranked by the max peak scores in the union B-ARR targets of the cumulative plot. The red line represents the expected overlap with cytokinin pathway genes in the total list assuming random distribution ( $p < 0.001$ , binomial test).

**Supplementary Fig. 6**

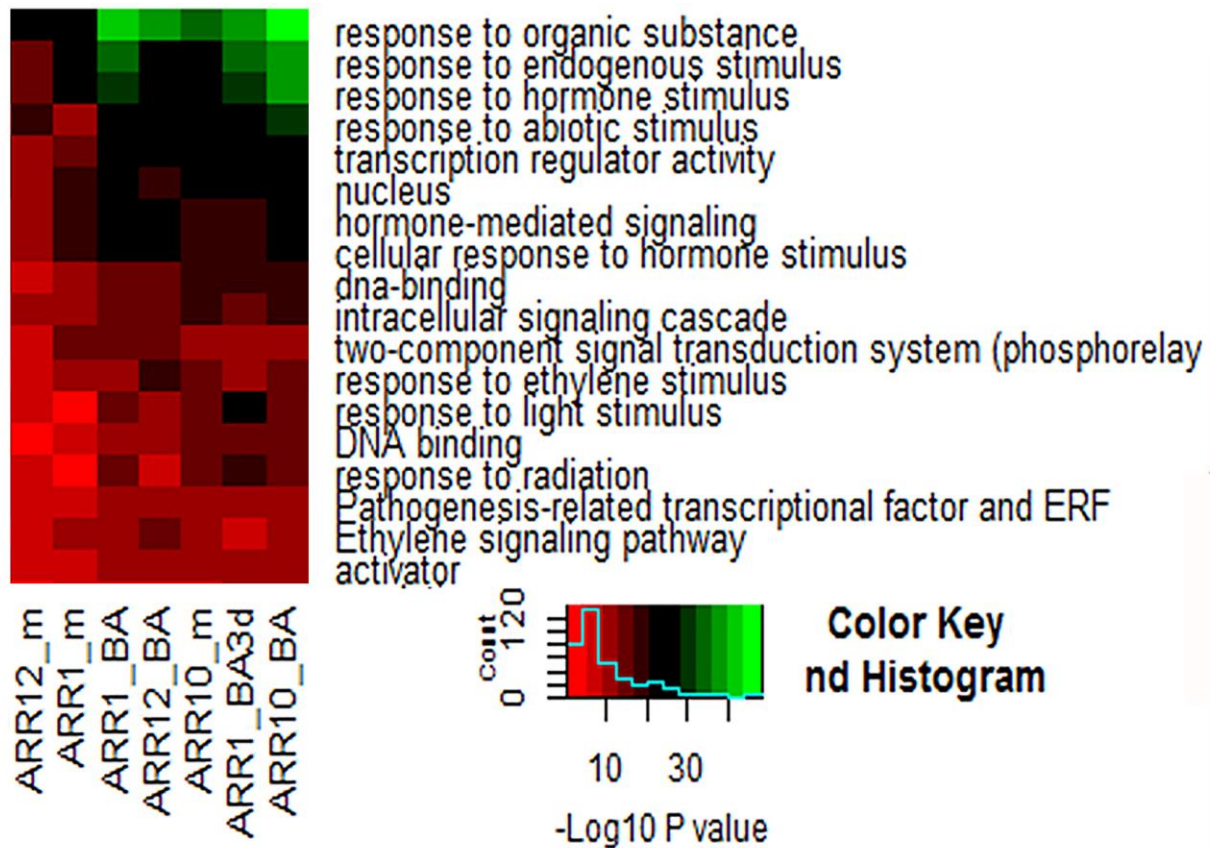

**Supplementary Fig. 6 Gene ontology analysis of all B-ARRs** The  $-\log_{10}$  adj. P value of top 18 GO terms presented as a heatmap. The sample labels were the same as Fig. 2c.

**Supplementary Fig. 7**

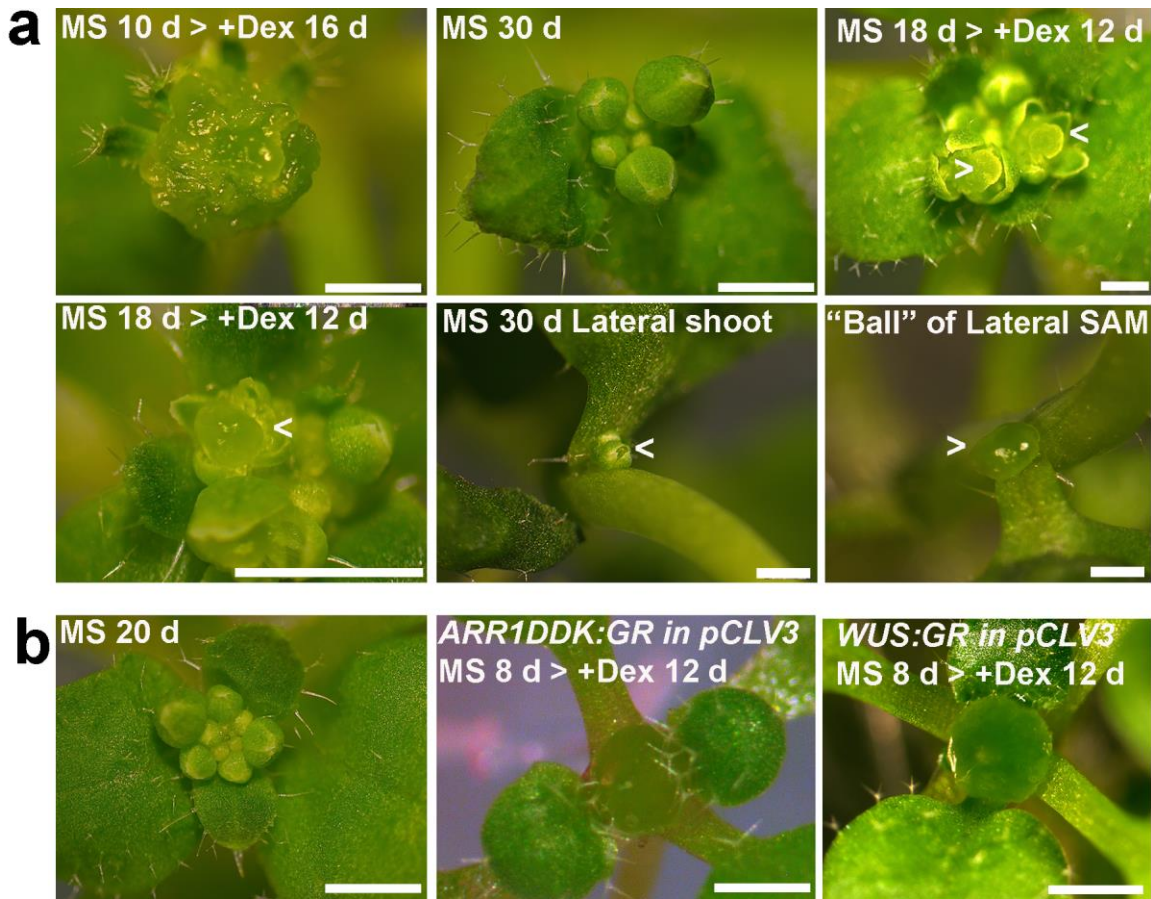

**Supplementary Fig. 7 Phenotypes of expressing *ARR1ΔDDK* or *WUS* in stem cells** (a) Adult plant phenotypes of the expression of *ARR1ΔDDK* in *pCLV3* domain (The same line used in Fig. 6e). Seeds were germinated on MS plates for 10 days then transferred to 10  $\mu$ M Dex plates for 16 days (MS 10 d > +Dex 16 d ). Seedlings were grown on MS for 18 days until bolting then transferred to 10  $\mu$ M Dex plate for 12 days, showing indeterminate floral meristem (MS 18 d > +Dex 12 d, arrow), "ball" of the lateral shoot apical meristem (SAM) ("Ball" of Lateral SAM), and 30-day uninduced control plants (MS 30 d and MS 30 d Lateral shoot). (b) The similarity between *ARR1ΔDDK:GR* in *pCLV3* (Another independent line) and *WUS:GR* in *pCLV3*. Seeds were germinated on MS for 8 days and transferred to MS for additional 12 days (MS 20 d) or transferred to 10  $\mu$ M Dex plate for 12 days (MS 8 d > +Dex 12 d). Scale bar = 1 mm.

**Supplementary Fig. 8**

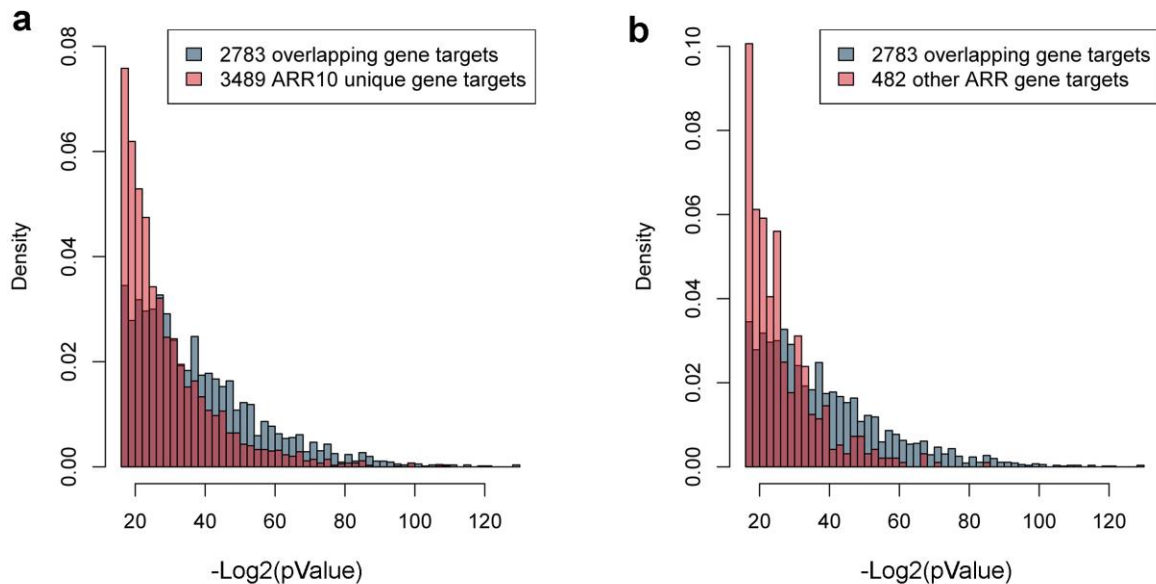

**Supplementary Fig. 8 2783 overlapping target genes have higher peak scores** (a) Histogram of peak scores distribution of 3489 unique ARR10\_BA target genes that were not identified by ARR10 over-expressing dataset and 2783 overlapping target genes shared with ARR10 over-expressing dataset. (b) Histogram of peak score distribution between 482 ARR10 over-expressing target genes that were identified by ARR1\_BA or ARR12\_BA and 2783 overlapping target genes. -Log10(pValue) = peak scores.

# Supplementary material for: A B-ARR-mediated cytokinin transcriptional network directs hormone cross-regulation and shoot development
**Source:** Nat Commun. 2018 Apr 23;9:1604. doi: 10.1038/s41467-018-03921-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### Supplementary Data 1

Candidate targets of B-ARRs

### Supplementary Data 2

3373 ARR1\_ARR10\_ARR12 common targets

### Supplementary Data 3

Differentially expressed genes with cytokinin treatment

### Supplementary Data 4

Differentially expressed genes in *arr1/10/12* triple mutants

### Supplementary Data 5

Core B-ARR target genes compared with transcriptomic studies

### Supplementary Data 6

A graph of the B-ARRs directed gene regulatory network

### Supplementary Data 7

Plant hormone pathway genes targeted by B-ARR\_1\_10\_12

### Supplementary Data 8

Ratio of ARR1 binding to upstream and downstream of targets

#### Supplementary Data 9

B-ARR binding locations to B-ARR targets

#### Supplementary Data 10

Overlap between ARR10 over-expression and ARR10\_BA targets

How the deposited data were processed for this re-analysis (not part of the article)

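The data were 10 lists of binding peaks, 1 for each condition, from chromatin immunoprecipitation with an antibody against the tag of ARR1, ARR10, ARR12, ARR14 or ARR1∆DDK. Seedlings were 3 days old and received mock treatment, 10 µM 6-BA for 4 h, 10 µM 6-BA for 3 days or 10 µM Dex. Of the 14 samples recorded for the study, 2 were control libraries (input DNA and IgG, both from the ARR1 line) and 2 were RNA-seq records that each cover several conditions. These 4 were not used here as samples, and the input enters through the authors' peak calls.

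The authors mapped uniquely placed reads with Bowtie, called peaks against input with MACS2 and combined at least 2 biological replicates per condition by IDR. Each deposited list gives a peak's position, its score (10 times the −log10 p-value), its fold enrichment over input as a ratio, its −log10 p-value and the offset of its summit. These values are the authors' own. They were used to rank and filter peaks within a list and were not tested between lists. The peak score in the text is the deposited −log10 p-value. No reads or read counts were held, so the sequencing depth of each library is unknown, and intervals on shares cover counting error only. There were no replicates in the lists. The genome build of the peaks was taken as TAIR10, which the paper names for RNA-seq. Checked against that sequence, 1 peak of the list labelled ARR12 mock lay outside the nuclear chromosomes and 1 ran past the end of chromosome 2.

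Peaks with a −log10 p-value of at least 16 were kept and assigned to every nuclear gene or pseudogene of the RefSeq TAIR10.1 annotation (37899, of which 27444 protein-coding) whose body extended by 1.5 kb held the summit. Overlap of peak lists was at least 1 bp and was tested with 1000 circular shifts along the chromosomes (seed 7, one-sided), with Benjamini–Hochberg adjustment over the 45 pairs. Summit positions were compared with 1000 draws of random positions. Motifs were counted in windows of 200 bp at the summits of the 1000 highest peaks and in windows 500 bp to each side, on both strands, with two-sided Fisher's exact tests adjusted over the 10 lists. Promoters ran from 1500 bp upstream to 100 bp downstream of the TSS. The cover of tagged loci was measured with every deposited peak, in windows of 50 kb at steps of 2.5 kb and within 50 kb of each tagged gene. No paired analysis was possible because each condition had a single combined list.

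The genes named in the text come from those the study names as targets or non-targets, the 3 genes with the highest score in each list, and the gene nearest a peak singled out by the check of tagged genes. Not every gene the study names is given. The 5 6-mers with the highest ratio in each list, among those in at least 10% of the summit windows, were named as well. The rule for genes and 6-mers was set before the data were examined. The alternatives were every deposited peak, a minimum of 30, summits within 1 kb, whole peaks within 1.5 kb, protein-coding genes, the nearest gene, the 1513 top peaks of each list, other overlap rules, other windows and consensus sequences, and peaks away from the tagged genes. Exchange of the ARR12 lists, the reversed consensus YHTAGA, the nearest gene for the ratio of upstream to downstream summits, the 1513 top peaks for the number of targets, and a minimum of 30, summits within 1 kb, protein-coding genes and the nearest gene for WUS were added after seeing the data.

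The paper's supplementary tables were used to match lists and to take the 6-BA regulated genes. Supplementary Data 1, 2 and 5 were held in part: 1997 genes of each longer column, 1997 of 4757 rows and 1980 of 8764 rows. Supplementary Data 3 listed 553 genes, of which 552 were in the annotation. Because this is 1 short of the paper's number, the planned Fisher's exact test of regulated genes among targets was not run. The position weight matrices of the paper's motifs and published lists of cytokinin genes were not used here.

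The steps were tested on simulated data. Of 412 gene assignments planted at 200 summits, 412 were recovered and 0 were wrong. With 400 of 1000 peaks planted as shared, 408 were found (permutation p = 0.000999, the smallest they can give), and 1 of 50 unrelated lists had p under 0.05. A planted 6-mer took place 1, planted AGATHY sites were found in 711 of 1000 windows with an odds ratio of 1.72, and 7 of 100 sets of unrelated windows had p under 0.05. The work used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.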

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

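The tests of background, of exchanged ARR12 lists, of copies of the ARR12 clone and of a mixed ARR10 sample were chosen after seeing the data, and the tests of copies of the ARR10 and ARR14 clones were set before.

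The list of the ARR14 line after 3 days of 6-BA held 9913 peaks, at 14356 targets, and stands out as a signal in data the paper does not report on. Its peak at WUS (AT2G17950, chromosome 2) scored 248.68, at 125 of 9913 peaks, 379 bp upstream of the TSS. Background, with open chromatin recovered in place of binding, would leave AGATHY no more frequent at weak summits than beside them. The odds ratio was 2.17 (1.82–2.58) in the weakest full 1000 peaks and 9.31 (7.10–12.2) in the strongest, which argues against background as the whole source. Around ARR14 itself (AT2G01760) peaks covered 38.6% of the 50 kb on each side, against at most 21.2% in lists of other lines. Extra copies of the tagged clone and dense binding cannot be told apart there, because the list covers another stretch of chromosome 5 to 54.6%, close to the 54.9% of its most covered stretch at ARR14. A candidate explanation for the list is binding of ARR14 to the same motif as the other factors. ARR14 had no mock list, so an effect of 6-BA on it was not tested, and scores of the ARR14 and ARR1 lists depend on their unknown depths.

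The mock list of etiolated ARR1 seedlings held 1513 peaks, all at or above 20.6, and is also a signal in data the paper does not report on. Background would leave AGATHY as frequent beside its summits as at them, and the odds ratio was 1.77 (1.50–2.09; adjusted p = 1.05e-11, two-sided Fisher's exact test over 10 lists), which argues against background as the whole source. It had 2142 targets, of which 1812 were ARR1_BA targets. Growth in the dark is the biological difference the design names, and it was not tested, since the lists also differ in the depth of their libraries, which is unknown.

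By their labels the ARR12 lists gave a log2 change in targets of −2.88 from mock to 6-BA, opposite to the change of 5.60 for ARR1 and 0.39 for ARR10. This difference between lines was not tested, as each has 1 list per condition. A candidate explanation is that the labels of the ARR12 lists are exchanged. If so, scores the paper gives for 4 h of 6-BA should appear in the list labelled ARR12 mock. Of 677 gene scores in the part of Supplementary Data 5 held that the ARR1 and ARR10 lists do not explain, 627 were found there and 0 in the list labelled ARR12 6-BA. A response of ARR12 opposite to that of the other factors stays possible only if the paper's own tables are exchanged as well.

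In ARR10_BA, peaks covered 87.6% of the 50 kb of chromosome 3 at ARR1 (AT3G16857), the most covered stretch of that list, and this too is a signal the paper does not report on. ARR10_m covered 86.4% of it, the lists of the ARR1 line between 55.0% and 92.3%, and the lists of the ARR12, ARR14 and ARR1∆DDK lines at most 11.6%. Covers in this paragraph count every deposited peak. Peaks below 16 made up much of the cover of this stretch in ARR1_m and ARR1_BA and little of it in the ARR10 lists. A candidate explanation is a mixed sample, with DNA of the tagged ARR1 line in the ARR10 libraries. The cover does not decide this. The control DNA is labelled as from the ARR1 line, so it would carry the same copies and lower the signal, yet the lists of the ARR1 line are covered too. The pattern was also found and tested on the same lists. An ARR10 line that carries the ARR1 clone was not ruled out. A mixed sample would also add to the overlap of ARR1 and ARR10 across the genome, where 89.5% of ARR1_BA peaks overlapped ARR10_BA and 86.5% of targets were shared, and its part in these values was not measured. In the ARR12 lists peaks covered at least 61.4% of the 50 kb on each side of ARR12 (AT2G25180), against at most 10.2% in lists of other lines, which may reflect extra copies of the tagged clone that the control DNA lacks. Around ARR10 (AT4G31920) its own lists covered as little as 17.0%, against 21.6% in ARR1_BA3d, so the cover gave no sign of such copies there. By the paper's method the ARR10 line carries a clone with ARR10 at its centre, so this cannot show that the copies were absent. Whether the ARR10 libraries came from that line was not tested. No biological explanation of these stretches was tested.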

How the results depend on the processing

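The alternatives were set before the data were examined, except exchange of the ARR12 lists, the reversed consensus YHTAGA, the nearest gene for the ratio of upstream to downstream summits, the 1513 top peaks for the number of targets, and a minimum of 30, summits within 1 kb, protein-coding genes and the nearest gene for WUS, which were chosen after seeing the data.

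Of 321 alternative values for 68 results, 196 stayed within their interval, within 1.5 times the count or on their side of the test. Another 119 moved, 3 became stronger and 3 reversed. The A-ARR genes among union targets, the overlap of peaks and the promoter motif stayed within these bounds, which says little, because all 10 A-ARR genes were targets, every tested overlap had the smallest p the permutation test can give (0.000999) and nearly every promoter held the motif. Under the alternatives tested on 5 pairs of lists the overlap itself fell as low as 36.2%. With the same number of top peaks it was as low as 24.1% among all 45 pairs, where most pairs were not tested. The odds ratio of the promoter motif for ARR1_BA, the list these bounds refer to, fell from 5.41 to as low as 1.13. For ARR1∆DDK the result changed side. Its odds ratio was 1.73 (two-sided Fisher's exact test, p = 0.402), and 1.32 with a promoter from −500 bp (two-sided Fisher's exact test, p = 1.67e-05). The number of lists with WUS as a target went from 5 to 2 at a minimum of 30 and stayed within the bounds otherwise. Target counts held with summits within 1 kb, whole peaks, protein-coding genes and without peaks near tagged genes. Unless a reason is given, the cause of a change was not tested.

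Counting every deposited peak lengthens the lists that reach below 16. Targets rose to 4951 in ARR1_m, 10703 in ARR1_BA, 15011 in ARR10_m and 5178 in the list labelled ARR12 6-BA. The log2 change in targets became 1.11 for ARR1 at 4 h, 0.51 from 4 h to 3 days, −0.76 for ARR12 and, reversed, −0.39 for ARR10. The share of mock targets kept became 61.4% for ARR1, 68.6% for ARR10 and 39.9% for ARR12. Common targets became 2444 in mock and 3934 at 4 h, the union 13790, and regulated genes 74.8% in the union and 31.2% in the common set. Summits within 250 bp of a TSS became 41.2% in ARR1_BA, 48.4% in ARR1_BA3d, 43.3% in ARR10_m, 40.2% in ARR10_BA and 37.7% in the list labelled ARR12 6-BA. For the reversed ARR10 change, a candidate explanation is that the ARR10 lists end at different scores. With ARR10_m ended at the lowest score of ARR10_BA, 10.69, it held 7029 of its 11499 peaks, fewer than the 8680 of ARR10_BA.

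A minimum of 30 shortens the lists. Targets fell to 715 in etiolated ARR1, 21 in ARR1_m, 2625 in ARR1_BA, 6900 in ARR1_BA3d, 1794 in ARR10_m, 3663 in ARR10_BA, and 2911 and 72 in the lists labelled ARR12 mock and 6-BA. The log2 change became 6.97 for ARR1 at 4 h, 1.39 to 3 days, 1.03 for ARR10 and −5.34 for ARR12. The share kept became 95.2% for ARR1, 88.1% for ARR10 and 2.16% for ARR12. Common targets became 18 in mock and 56 at 4 h, the union 4082, and regulated genes 38.8% and 1.27%. Summits near a TSS became 41.1% in etiolated ARR1, 0% in ARR1_m, 36.7% in ARR1_BA, 42.9% in ARR1_BA3d, 37.4% in ARR10_m, 34.7% in ARR10_BA, and 40.9% and 28.3% in the lists labelled ARR12 mock and 6-BA.

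With the nearest gene only, a summit has 1 target by construction. Targets became 1284 in etiolated ARR1, 73 in ARR1_m, 3846 in ARR1_BA, 7462 in ARR1_BA3d, 2605 in ARR1∆DDK, 3540 in ARR10_m, 4821 in ARR10_BA, 4548 and 628 in the lists labelled ARR12 mock and 6-BA, and 8276 in ARR14. The ARR10 log2 change became 0.45, the share kept 82.3% for ARR10 and 10.1% for ARR12, common targets 52 and 463, the union 5542, and regulated genes 49.6% and 7.97%. The ratio of upstream to downstream summits became 1.93 in the top 5%, 2.10 in the top 10% and 1.84 over all targets.

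Summits within 1 kb gave a log2 change of 1.02 from 4 h to 3 days and 83.3% of ARR10 targets kept. Whole peaks gave 0.88 for that change, 93.5%, 87.8% and 11.6% kept for ARR1, ARR10 and ARR12, 157 common mock targets and 63.9% of regulated genes in the union. Protein-coding genes have fewer TSSs, and summits near a TSS became 40.6% in etiolated ARR1, 35.5% in ARR1_BA, 42.4% in ARR1_BA3d, 46.8% in ARR1∆DDK, 35.6% in ARR10_m, 34.9% in ARR10_BA, 38.5% and 30.2% in the lists labelled ARR12 mock and 6-BA, and 43.6% in ARR14. The ratio of upstream to downstream pairs of summit and gene over all targets became 1.30.

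The 1513 top peaks of each list gave 43.1%, 63.7% and 37.0% kept for ARR1, ARR10 and ARR12, and 678 common mock targets. Cutting every list to the same number of peaks makes the numbers of targets alike by construction: 2320 in ARR1_m, 2373 in ARR1_BA, 2387 in ARR1_BA3d, 2482 in ARR1∆DDK, 2341 in ARR10_m, 2212 in ARR10_BA, 2430 and 2064 in the lists labelled ARR12 mock and 6-BA, and 2470 in ARR14. Exchange of the ARR12 lists turned its log2 change to 2.88 and the factor between its AGATHY odds ratios, 6-BA over mock, from 1.48 to 0.675 by construction, and gave 79.6% kept, 62 common targets in mock and 4438 at 4 h, and 66.1% and 32.8% of regulated genes.

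For AGATHY, flanks 1000 bp from the summit gave an odds ratio of 1.18 in the list labelled ARR12 mock (two-sided Fisher's exact test, p = 0.0363), and relative to YHTAGA it was 1.72 there and 1.67 in ARR1_m. Windows of 100 bp kept few of the first 5 6-mers: 2 in each of ARR1_BA3d, ARR1∆DDK, ARR10_m, ARR10_BA, the list labelled ARR12 mock and ARR14, 1 in etiolated ARR1 and ARR1_BA, and 0 in ARR1_m and the list labelled ARR12 6-BA. The latter kept 3 with the 500 top peaks. The minimum share of 10% of the windows was the same for windows of 100 bp, so 6-mers could also leave the ranking by falling below it. Cover of the tagged gene by its own line over that by any other became 3.78 for ARR12 within 100 kb and, with peaks of at least 16, 0.261 for ARR1.

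The depth of the libraries is unknown, which limits every comparison of numbers of peaks or scores between lists.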

Differences from the paper's values

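Exchange of the ARR12 lists, the nearest gene for the ratio of upstream to downstream summits and the 1513 top peaks for the number of targets were chosen after seeing the values, and the other alternatives were set before the data were examined.

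ARR1_m had 137 targets against the paper's 2815. None of the alternatives set before for this number closed the gap: every deposited peak gave 4951, a minimum of 30 gave 21, summits within 1 kb 113, whole peaks 186, protein-coding genes 114, the nearest gene 73 and leaving out peaks near tagged genes 132. The 1513 top peaks of each list, chosen for this number after seeing the values, gave 2320, within 1.5 times the paper's number. Cut to the same number of peaks, every list gave from 2064 to 2482 targets, so this value does not speak to ARR1_m in particular.

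The list labelled ARR12 mock had 8008 targets against the paper's 823, and no alternative set before for this number closed the gap, the lowest being 2911 at a minimum of 30. The 1513 top peaks, chosen for this number after seeing the values, gave 2430 and did not close it. Exchange of the ARR12 lists, chosen after seeing the values, gave 1088 and closed it. The list labelled ARR12 6-BA had 1088 against the paper's 6240. Every deposited peak gave 5178 and closed the gap, and so did the exchange chosen after seeing the values (8008). A minimum of 30, summits within 1 kb, whole peaks, protein-coding genes, the nearest gene, leaving out peaks near tagged genes and the 1513 top peaks (2064) did not.

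The common mock targets were 103 against the paper's 503. The 1513 top peaks of each list gave 678 and closed the gap, and every deposited peak (2444), a minimum of 30 (18), summits within 1 kb (80), whole peaks (157), protein-coding genes (85), the nearest gene (52) and the exchange (62) did not. ARR1 and ARR10 alone shared 13 mock targets against the paper's 1915. No alternative closed this gap, and every deposited peak came nearest with 1014.

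The common targets at 4 h were 873 against the paper's 3373. Every deposited peak gave 3934 and closed the gap, as did the exchange chosen after seeing the values (4438), while a minimum of 30, summits within 1 kb, whole peaks, protein-coding genes, the nearest gene and the 1513 top peaks did not. Of these targets 67 were regulated by 6-BA against the paper's 162. The paper's number also requires that binding responded to cytokinin, which was not required here, so the counts are not of the same quantity. Every deposited peak (172) and the exchange chosen after seeing the values (181) came near the paper's number, and the other alternatives did not.

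The motif was in the promoter of 6627 ARR1_BA targets against the paper's 3334. The paper located the motif with a matrix, among its own set of ARR1 bound genes. Here any match to the consensus on either strand was counted, among another set of targets, so the counts are not of the same quantity. A promoter from −500 bp gave 6190, AGATHT 6568 and protein-coding genes 5584, none of which closed the gap. In the genome 37846 promoters held it against the paper's 25188, and the same alternatives gave 35148, 37383 and 27412, which are within 1.5 times the paper's number. The share of promoters stayed at 92.7%, 98.6% and 99.9% under them, against the paper's 75%, and with protein-coding genes the number of promoters examined fell to 27444.

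The ratio of upstream to downstream summits in the top 5% of ARR1_BA targets was 1.19, with every pair of summit and gene counted, against the paper's 1.95. Every deposited peak (1.16), a minimum of 30 (1.18) and protein-coding genes (1.28) did not close the gap, and the nearest gene, chosen after seeing the values, gave 1.93 and did.

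At ARR4 the score in ARR1_m was 17.71 against the paper's about 90 in Fig. 3e, read by eye, and at ARR7 it was 16.32 against the paper's about 78 in Fig. 3e, read by eye. No alternative applied to these values. At ARR4 the list labelled ARR12 mock gave 111.82 against the paper's about 29 in Fig. 3e, read by eye, and the list labelled ARR12 6-BA gave 28.83 against the paper's about 110 in Fig. 3e, read by eye. The exchange chosen after seeing the values gave 28.83 and 111.82 and closed both gaps.

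The paper has more ARR12 targets after 6-BA than in mock, whereas the number fell by the labels, from 8008 to 1088, and rose after the exchange. It has ARR12 at WUS with 6-BA, whereas the peak (16.14) was in the list labelled mock, and the exchange moves it to 6-BA. The paper lists ARR7 (AT1G19050) among the top union targets, whereas it ranked 108 by the labels and was among the first 50 after the exchange, which in turn left out ARR15 (AT1G74890) and AHK4 (AT2G01830).

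The paper has EBF2 (AT5G25350) little changed by 6-BA. From mock to 4 h its score went from 54.02 to 44.26 in the ARR10 lists, from 13.35 to 59.9 in ARR1, whose mock list does not account for all of the paper's column, and by the labels from 63.68 to 20.19 in ARR12. From 4 h to 3 days it went from 59.9 to 54.75 in ARR1.

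The paper counts ARR10 (AT4G31920) and ARR14 (AT2G01760) among the B-ARR targets. At 4 h neither was a target by the labels, and ARR10 was after the exchange (21.08). Both were targets in ARR1_BA3d, with 20.38 and 16.68. It also counts BZR1 (AT1G75080), ARF11 (AT2G46530) and IAA3 (AT1G04240), which were not union targets by the labels. The exchange added BZR1 (21.65) and IAA3 (24.93), and ARF11 had a peak in ARR1_BA3d (23.12).

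The paper states that CLV3 (AT2G27250) was not a target, whereas a peak within 1.5 kb of it was kept in ARR1_BA3d (18.39), ARR1∆DDK (70.87) and ARR14 (44.44). With summits required within 1 kb it was a target in none. The paper has binding enriched near the TSS in each list, whereas in ARR1_m 12.3% of 73 summits lay within 250 bp of a TSS. The interval of that share includes the 15.0% of random positions, so it neither shows nor excludes enrichment. The ARR1_m list also does not account for all of the paper's column. It has enrichment dropping beyond 1 kb downstream. From the 500 bp before 1 kb to the 500 bp after it, the ratio of summits to random positions rose in 4 of 7 lists, from 1.39 to 1.47 in ARR1_BA, 1.25 to 1.28 in ARR10_m, and 1.14 to 1.36 and 1.27 to 1.67 in the lists labelled ARR12 mock and 6-BA. It fell from 1.203 to 1.139 in ARR1_BA3d, 1.50 to 1.41 in ARR10_BA and 0.424 to 0 in ARR1_m.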

Other observations

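The tests of weak enrichment and of another list in ARR1_m, of the strongest peaks in the list labelled ARR12 mock and of the end of the ARR10 lists were chosen after seeing the data, that of GC content was written after AGATHY had been seen in that list and before the reversed consensus was counted, and that of rank was set before.

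The ARR1_m list held few peaks past the cutoff, 73 of 3324, and AGATHY had an odds ratio of 1.16 (0.992–1.36) at its 1000 strongest summits. Weak enrichment or shallow sequencing of these libraries may give both. It cannot be told apart from weaker binding without added cytokinin, because the lists hold no read depth and ARR1 has 1 long-day mock list. The etiolated ARR1 list, also without added cytokinin, scored 98.28 at ARR4 (AT1G10470) against 17.71 in ARR1_m, and had an odds ratio of 1.77, which argues against the lack of cytokinin alone, but those seedlings grew in the dark. A candidate explanation for its distance from the paper's values is that the deposited list is another one than that behind the paper's ARR1_m targets. Of 1860 annotated genes in the part of the paper's ARR1_m column held, 1080 (58.1%) lay within 1.5 kb of any of its peaks, against at least 99.9% for the ARR1_BA, ARR1_BA3d, ARR10_m and ARR10_BA columns and their lists. No other list held here covered the column in full, the highest being 99.6% for ARR1_BA3d and for ARR10_m.

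AGATHY differed between lists, from an odds ratio of 1.02 in the list labelled ARR12 mock to 9.31 in ARR14. The strength of the top peaks may account for part of this. In each of the 9 lists with more than 1 full set of 1000 peaks the odds ratio fell from the first set to the last, by as little as from 1.02 to 1.01 in the list labelled ARR12 mock, and the median ratio of the next 1000 to the first was 0.777. Peak scores do not order the lists by AGATHY, since the first 1000 peaks of that list scored at least 38.97 and those of ARR1_BA, with an odds ratio of 1.93, at least 38.33. Growth with cytokinin also differs between these lists, and its effect on the motif was not separated from the strength of the peaks.

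In the list labelled ARR12 mock AGATHY was no more frequent at the summits than beside them. The windows at its summits had 40.7% GC against 33.5% beside them. The reversed consensus YHTAGA, with the same bases, had an odds ratio of 0.593 (0.508–0.693) there, and AGATHY relative to it gave 1.72 (1.38–2.14), so the base composition of the windows is a candidate explanation for part of this. It does not by itself bring AGATHY to 1, since ARR1∆DDK, with 40.4% GC against 33.4%, had an odds ratio of 4.19. At the 500 strongest peaks AGATHY alone gave 1.02, which leaves the part played by the strength of the peaks open: it cannot be told apart here, since GC content also acts on these peaks. No biological explanation was tested.

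The ARR10 lists held 11499 peaks in mock and 8680 after 6-BA, the opposite order to their targets. With both ended at 10.69 the mock list held 7029, which is consistent with different ends of the lists as the reason. No biological explanation was tested.

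At ARR14 summits the highest 6-mers by log2 ratio were GGGACC (2.85), CACGTG (2.74), CGTATC (2.23), ACGTGG (2.21) and CGTGGC (2.18), and in etiolated ARR1 ACGCGC (3.19), GGACCC (2.90), CACGCG (2.80), GGGACC (2.69) and CACGTG (2.67). All 10 A-ARR genes were ARR14 targets, 8 of them in its top 5%, and ARR4 (AT1G10470) shared the highest score, 280.72, with ARR15 (AT1G74890) and OTP43 (AT1G74900). In etiolated ARR1 the highest score, 103.6, lay at AAE7 (AT3G16910) and CTL2 (AT3G16920), in the stretch of chromosome 3 at ARR1, followed by ARR4 with 98.28.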
